# A genome-wide survey of maternal and embryonic transcripts during *Xenopus tropicalis* development

**DOI:** 10.1186/1471-2164-14-762

**Published:** 2013-11-06

**Authors:** Sarita S Paranjpe, Ulrike G Jacobi, Simon J van Heeringen, Gert Jan C Veenstra

**Keywords:** *Xenopus tropicalis*, RNA-seq, Maternal and embryonic transcriptome, Polyadenylation, Deadenylation, MBT, Codon bias, Long-noncoding RNAs

## Abstract

**Background:**

Dynamics of polyadenylation vs. deadenylation determine the fate of several developmentally regulated genes. Decay of a subset of maternal mRNAs and new transcription define the maternal-to-zygotic transition, but the full complement of polyadenylated and deadenylated coding and non-coding transcripts has not yet been assessed in *Xenopus* embryos.

**Results:**

To analyze the dynamics and diversity of coding and non-coding transcripts during development, both polyadenylated mRNA and ribosomal RNA-depleted total RNA were harvested across six developmental stages and subjected to high throughput sequencing. The maternally loaded transcriptome is highly diverse and consists of both polyadenylated and deadenylated transcripts. Many maternal genes show peak expression in the oocyte and include genes which are known to be the key regulators of events like oocyte maturation and fertilization. Of all the transcripts that increase in abundance between early blastula and larval stages, about 30% of the embryonic genes are induced by fourfold or more by the late blastula stage and another 35% by late gastrulation. Using a gene model validation and discovery pipeline, we identified novel transcripts and putative long non-coding RNAs (lncRNA). These lncRNA transcripts were stringently selected as spliced transcripts generated from independent promoters, with limited coding potential and a codon bias characteristic of noncoding sequences. Many lncRNAs are conserved and expressed in a developmental stage-specific fashion.

**Conclusions:**

These data reveal dynamics of transcriptome polyadenylation and abundance and provides a high-confidence catalogue of novel and long non-coding RNAs.

## Background

Innovations in sequencing technology have allowed deep sequencing of complementary DNA (cDNA), known as ribonucleic acid sequencing (RNA-seq), enabling transcriptome assembly and identification of coding and non-coding transcripts across many cell types [1-4].

Transcriptome profiling studies have been undertaken in zebrafish, using polyadenylated (polyA^+^) selected messenger RNA (mRNA). These studies have reported identification of thousands of maternal genes and identified the earliest set of embryonic transcripts. They also identified a large number of novel transcribed regions in annotated and unannotated regions of the zebrafish genome [5,6]. In *Xenopus*, several deep-sequencing studies have created different libraries of small RNAs from oocytes, eggs, gastrula, liver and skin [7-9]. A gastrula stage polyadenylated (polyA^+^) selected RNA-seq profile was used to identify transcribed loci, to enhance gene annotation and to analyze spatial regulation of gene expression [10]. Recently, similar polyA^+^ libraries of multiple stages of development were published [11]. For the analysis of transcriptome dynamics it is important to appreciate that, like many other vertebrates, the *Xenopus* maternal-to-zygotic transition involves two important processes: first, destabilization of a subset of maternal mRNAs; second, onset of transcription at the mid-blastula transition (MBT) [12-14]. Studies in *Xenopus laevis* identified distinct phases of maternal, late embryonic and larval gene expression during the course of embryogenesis, whereas microarray analysis in *Xenopus tropicalis* identified several developmentally important maternal mRNAs that are regulated by changes in their adenylation during oogenesis and early development [15,16]. Cytoplasmic polyadenylation is essential for the meiotic maturation of the oocyte as it mediates translational activation of mRNAs encoding *mos* kinase and mitotic cyclins involved in early rapid synchronous cell divisions [17-20]. Several maternally polyadenylated mRNAs lose their polyadenylated tails after fertilization. In most cases, this is mediated by an embryonic deadenylation element (EDEN) in the 3^′^untranslated region (UTR) of the mRNA, which binds embryonic deadenylation element - binding protein (EDEN-BP) [21]. Processes that regulate mRNA deadenylation and degradation are temporally uncoupled. Deadenylated RNAs are as stable as their polyadenylated counterparts until the blastula stage, several hours after fertilization [22].

For developmental analysis it is important to establish the dynamics and scale of maternal transcript destabilization on a genome-wide level and to identify the full complement of embryonic transcripts, including as of yet unannotated and long non-coding RNAs (lncRNAs), the analysis of which will be facilitated by transcriptome profiling using polyA^+^ or total RNA-sequencing. Here, we present results from polyA^+^ and ribosomal RNA depleted total-RNA (RiboZero, RZ) sequencing. Our study distinguishes changes in polyadenylation and abundance, which is critical for the the analysis of early transcript dynamics and proper identification of maternal and embryonically induced transcripts. The embryonic genome shows a gradual cascade of activation, which involves only a third of the number of genes expressed in the oocyte. By expanding and updating our previously published *Xenopus tropicalis* experimentally validated (Xtev) annotation pipeline, we also identified 2,135 new transcripts resulting in a total collection of 29,663 gene models. These new transcripts do not overlap with gene models in the *Xenopus* model organism database (Xenbase) [23]. Using stringent filtering criteria and manual curation, 31 transcripts were identified as “stand-alone” lncRNA transcripts. We characterize these transcripts in terms of exon number, transcript length, conservation and expression pattern during embryogenesis and thus anticipate that our catalogue of coding and long non-coding transcripts will enable more developmental and genomic studies directed towards dissecting their functional roles.

## Results

### Deep sequencing of PolyA^+^ and total RNA libraries

To systematically analyze the transcriptome during early development, we performed polyA^+^ and total RNA (RiboZero, RZ) sequencing experiments across *Xenopus tropicalis* embryogenesis based on three biological replicates (Figure 1a): (1) Oocytes (PA, RZ); (2) early blastula (stage 6; PA, RZ); (3) late blastula (stage 9, after MBT; PA, RZ); (4) gastrula (stage 12; PA); (5) neurula (stage 16; PA) and (6) an early larval stage (stage 30; PA). 

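RNA of the frog Xenopus tropicalis was sequenced in 9 libraries. The 6 polyA libraries, made from RNA captured on oligo(dT) in successive rounds of selection, covered the oocyte, stage 6 (early blastula), stage 9 (late blastula), stage 12 (gastrula), stage 16 (neurula) and stage 30 (early larva). The 3 RZ libraries, made from total RNA depleted of ribosomal RNA, covered the oocyte, stage 6 and stage 9. RNA of 3 biological replicates was pooled before each library was made. There was thus 1 library per condition, no spread between replicates could be computed, and no p-value is given for differences between libraries. The authors aligned the reads with BWA to the JGI assembly of the genome, left out reads that mapped to several positions, and deposited the RPKM of 15288 genes, each the mean over the exons of the gene. Mapped reads per library were worked out from 517 genes with a single exon, whose RPKM multiplied by gene length and by mapped reads gives whole reads in all 9 libraries. They numbered 25762043 in polyA oocyte, 44490754 in polyA stage 6, 13422643 in polyA stage 9, 25026963 in polyA stage 12, 15525411 in polyA stage 16 and 16093619 in polyA stage 30. The RZ libraries had 23130964 mapped reads in oocyte, 22365493 at stage 6 and 23857216 at stage 9. A floor of 3 reads was set for depth. On an exon of 1 kb this floor corresponded to 0.0674 RPKM in polyA stage 6, the deepest library. In polyA stage 9, the shallowest, it was 0.224 RPKM. RPKM was used as deposited, without a pseudocount. The PA/RZ ratio of a gene was its polyA RPKM divided by its RZ RPKM at the same stage, on a log2 scale, and genes listed at 0 in either library had no ratio. Intervals given for shares and for single-exon genes are 95% Wilson intervals. Those for single-exon genes cover the counting error of reads only. Those for shares treat genes as independent draws and cover no error between libraries or settings.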

We verified abundance of transcripts in biological replicates with real time RT- PCR (RT-qPCR) using random hexamers. We not only find minimum variance in transcript abundance among replicates, but also the stage-dependent expression dynamics are similar for the replicates (Additional file 1: Figure S1a). Total RNA was independently extracted for each biological replicate, subjected to polyA^+^ or ribosomal RNA depleted total RNA (RZ) enrichment protocols, quality-controlled, pooled and converted into complementary DNA sequencing libraries for the Illumina Genome Analyzer platform (Additional file 1: Table S1, see Materials and methods).

**Figure 1:**
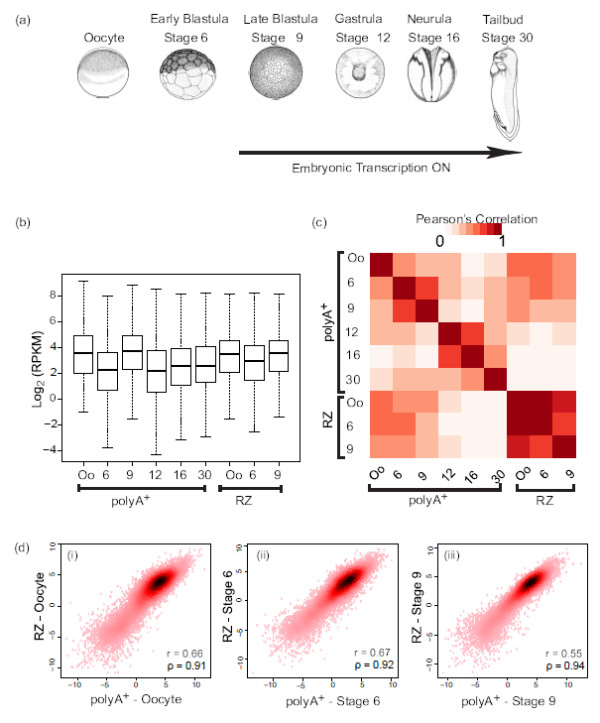
**Generation of RNA-sequencing libraries.(a)** Developmental stages of *Xenopus tropicalis*. **(b)** RPKM distribution across six developmental time-points. Numbers on the x-axis are *Xenopus tropicalis* Nieuwkoop and Faber developmental stages, Oocyte (Oo), stage 6, stage 9, stage 12, stage 16 and stage 30. **(c)** Heat map to show Pearson correlation of expression (RPKM) between all 9 RNA-seq libraries. **(d)** Scatter plots to show stage specific Pearson correlation between RNA-seq data generated using two different methods. Log_2_ RPKM values are plotted on x and y axis respectively. PolyA^+^ (RNA harvested with double PolyA^+^ selection), RZ (ribosomal rRNA depleted-total RNA).

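Median log2 RPKM over the genes listed above 0 was 2.7 in polyA oocyte, 1.58 in polyA stage 6, 2.97 in polyA stage 9 and 1.36 in polyA stage 12. It was 1.96 in both polyA stage 16 and polyA stage 30. In the RZ libraries the median was 2.84 in oocyte, 2.43 at stage 6 and 2.88 at stage 9. The gap between the highest and the lowest library median was 1.61, and it was 1.17 when log2(RPKM + 1) was taken over all genes. Between 11789 genes (RZ stage 6) and 14269 genes (polyA stage 30) were listed above 0. The RPKM of all genes summed to 320132 in polyA oocyte, 128617 in polyA stage 6 and 295947 in polyA stage 9. The sums of the RZ libraries lay closer together, at 186000 in oocyte, 152651 at stage 6 and 189331 at stage 9. The 10 most abundant genes took 4.91% of the summed RPKM in polyA stage 6 and 10.6% in polyA stage 12.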

Gene expression was calculated as reads per kilobase of exon model per million mapped reads (RPKM, see Materials and methods) and shows a comparable median distribution across sequencing libraries (Figure 1b). Heatmap representation of the Pearson correlation coefficients reveal the similarity within the early (oocyte, stage 6, stage 9) and the late (stage 12, stage 16, stage 30) transcriptomes respectively (Figure 1c). 

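Pearson's r was computed across the 15288 genes for each of the 36 pairs of libraries; genes are not independent replicates, so r describes these libraries only. The 3 pairs of early polyA libraries (oocyte, stage 6, stage 9) had a mean r of 0.638, and the 3 pairs of late polyA libraries (stages 12, 16 and 30) had a mean r of 0.662. The 9 pairs of an early and a late polyA library had a mean r of 0.449. The rank correlation moved the means of the early and the early-late pairs most, to 0.924 and 0.736, and log2(RPKM + 1) that of the late pairs, to 0.853. Under both, the pairs within a group kept the higher mean r.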

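Between successive polyA libraries, r across genes was 0.603 from oocyte to stage 6, 0.754 from stage 6 to stage 9 and 0.468 from stage 9 to stage 12. It was 0.788 from stage 12 to stage 16 and 0.637 from stage 16 to stage 30. The step from late blastula to gastrula was the largest by this measure.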

There are major changes in the PA transcriptome marking meiotic maturation and fertilization (oocyte, stage 6) and the maternal-to-zygotic transition (stages 6, 9, 12; Figure 1c). 

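For the RZ libraries, r across genes was 0.922 between oocyte and stage 6, 0.913 between oocyte and stage 9, and 0.824 between stage 6 and stage 9.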

The total RNA (RZ) profiles of the early developmental stages correlate relatively well with each other, especially between oocyte and stage 6, most likely due to the presence of stable maternal RNAs and the early embryo being transcriptionally quiescent. 

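The mean r of the 3 RZ pairs was 0.887. Each pair of stages had a higher r in RZ than in polyA libraries, and the gap was widest for oocyte and stage 9, where the polyA libraries had an r of 0.558. With ranks in place of RPKM, the RZ libraries kept the higher value for both pairs that include the oocyte, while for stage 6 and stage 9 rho was 0.934 in RZ and 0.937 in polyA.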

Correlation between the stages is higher for total RNA than the polyA^+^ data, most likely due to changes in polyadenylation of maternal mRNA. To rule out any bias in correlation arising from low expression values, we filtered the data for a threshold of 1 RPKM in oocyte (PA and RZ data). 

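The filter of 1 RPKM in both oocyte libraries left 8753 genes. On these, the mean r was 0.867 for the RZ pairs, 0.617 for the early polyA pairs, 0.668 for the late polyA pairs and 0.449 for the early-late polyA pairs.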

The Pearson correlation heatmap of the filtered data shows a similar profile (Figure 1c, Additional file 1: Figure S1b). 

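Between the polyA and the RZ library of the same stage, r across all genes was 0.665 in oocyte, 0.668 at stage 6 and 0.555 at stage 9. Leaving out the 1% of genes with the highest mean RPKM raised r at stage 9 to 0.723, so the low value at this stage rested on the most abundant genes. The gene with the highest RPKM in polyA stage 9 was cox3, with 6040 RPKM in polyA and 150.4 RPKM in RZ.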

The correlation between same stages in different data sets (PA and RZ), while moderate, is highly significant (p ≤10^−15^), reflecting the representation of most transcripts in both types of libraries (Figure 1d, Additional file 1: Table S2). 

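Spearman's rho between polyA and RZ RPKM of the same stage was 0.917 in oocyte, 0.927 at stage 6 and 0.939 at stage 9.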

A Spearman’s rank order correlation analysis strongly underscores the similarities in the total RNA and polyA^+^ data (Additional file 1: Figure S1c). The data are also in good agreement with previously published ribonucleic acid sequencing (RNA-seq) and microarray data ([11,24], Additional file 1: Figure S2a, b).

### Abundance and polyadenylation state of maternal and maternal-embryonic transcripts

To investigate the maternal contribution to the transcriptome of the developing embryo, we used polyA^+^ and total RNA-seq data to classify maternal and embryonic transcripts. A set of 9,513 transcripts were called as maternally expressed as they met a filtering criteria of RPKM greater than or equal to 1 in oocyte (PA or RZ data) (Additional file 2: Page – Maternal genes). This set of transcripts includes maternal-embryonic genes, which are transcribed in both oocytes and embryos. 

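The filter was met by 9513 genes of the deposited table. Of these, 8753 reached 1 RPKM in both oocyte libraries, 423 in the polyA library alone and 337 in the RZ library alone. With the threshold at 0.5 RPKM the set held 9962 genes, and at 2 RPKM it held 8904 genes.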

Our maternal subset also includes well known mouse maternal genes like *c-mos*, *zp2*, *zp3* and *SLBP* (for more examples see Additional file 2: Page – Maternal genes) [25,26]. 

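In the oocyte, mos (scaffold 6, 34033705 to 34037725) had 65.1 RPKM in polyA and 60.2 RPKM in RZ. The genes zp2 and zp3 had 118 and 74.1 RPKM in polyA, and 47.3 and 29.8 RPKM in RZ. For slbp the RZ value was the higher one, with 141 RPKM in polyA and 174 RPKM in RZ. By stage 30 the polyA RPKM of zp3 was 0.0496 and that of slbp was 76.8.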

The polyA^+^ and total RNA-seq pool of transcripts are likely to have different complexity, and while their RPKM expression levels cannot be compared directly, the ratio of these two measures (PA/RZ) may reflect the relative polyadenylation state. This would allow us to examine the polyadenylated state of all transcripts during early development. Using this strategy we initially compared the PA/RZ RPKM ratios for genes like *cdk2*(Eg1), *kif11*(Eg5) and *hes7.1*, which are known to be deadenylated after fertilization [15,22], and indeed, their PA/RZ ratios faithfully reflect their fertilization-induced deadenylated state (Figure 2a, Additional file 1: Figure S3a). 

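The gene cdk2 (scaffold 2, 81160042 to 81173024) had a log2 PA/RZ of 1.05 in oocyte, -2.12 at stage 6 and 0.47 at stage 9. Its polyA RPKM fell from 118 to 18.2 between oocyte and stage 6 while its RZ RPKM rose from 56.8 to 78.7. The log2 PA/RZ of kif11 (scaffold 7, 31941359 to 31958733) was 1.09 in oocyte, -2.62 at stage 6 and -0.54 at stage 9. At stage 6, 12.9% of maternal genes had a lower ratio than cdk2 and 6.79% had a lower ratio than kif11. The ratio of hes7.1 (scaffold 100, 122085 to 123574) went from 0.16 in oocyte to -0.40 at stage 6 and 2.66 at stage 9. The median over all maternal genes fell by more over the same interval, and relative to that median hes7.1 moved from -0.13 in oocyte to 0.23 at stage 6. Its polyA RPKM rose from 150.3 to 172 and its RZ RPKM from 135 to 227. Relative to the median of maternal genes, cdk2 stood at -1.49 and kif11 at -1.99 at stage 6.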

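Over maternal genes, the median log2 PA/RZ was 0.29 in oocyte (9503 genes with a ratio), -0.63 at stage 6 (9470 genes) and 0.22 at stage 9 (9486 genes). The SD across genes was 1.43 in oocyte, 1.35 at stage 6 and 1.05 at stage 9. Among the 4009 genes with at least 5 RPKM in all 6 libraries of these stages, the medians were 0.41, -0.31 and 0.44. The mean log2 PA/RZ was 0.26 in oocyte, -0.64 at stage 6 and 0.31 at stage 9. The median at stage 9 was thus above that of stage 6 in each of these settings, and above that of the oocyte only among the more abundant genes and by the mean.

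**Figure D1:**
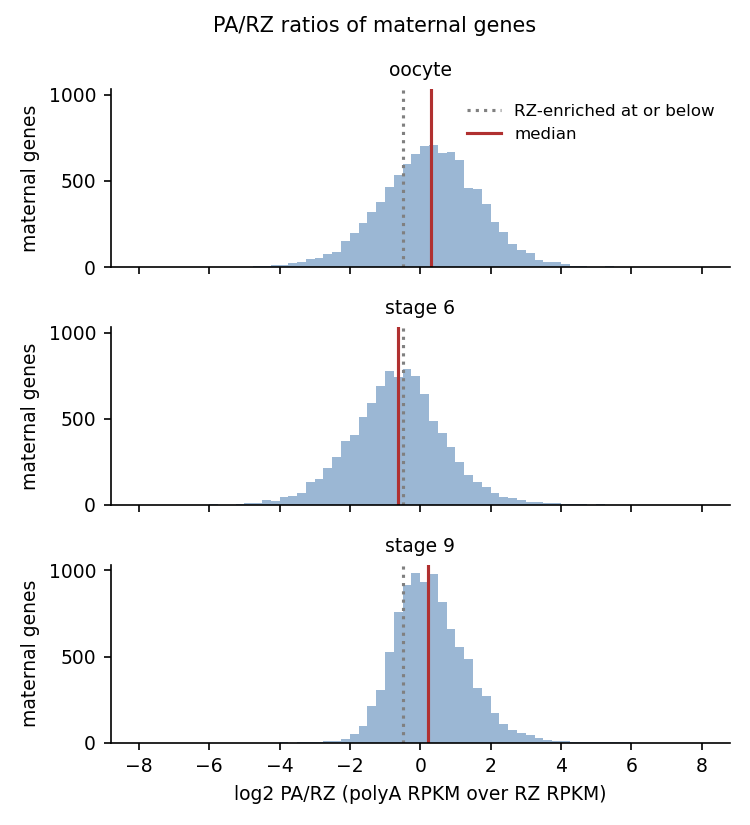
Number of maternal genes by log2 PA/RZ (polyA RPKM over RZ RPKM) in oocyte, stage 6 and stage 9, in bins of 0.25. The solid line is the median (0.29, -0.63 and 0.22) and the dotted line the threshold of -0.5 at or below which a gene counts as RZ-enriched.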

Genome-wide average PA/RZ ratios show an overall abundance of polyadenylated maternal gene products at stage 9 relative to earlier stages (Additional file 1: Figure S3b). These abundant polyA^+^ transcripts arise either from polyadenylation of the maternally derived message, or new transcription (maternal-embryonic transcripts). We validated the adenylation states of transcripts using RT-qPCR in combination with oligo(dT)_20_ primers and random hexamers (Additional file 1: Figure S3c). With one exception (*sox3*), polyA^+^ ribonucleic acid sequencing (RNA-seq) data and RT-qPCR with oligo(dT)_20_ primers correlated very well. To analyze the deadenylated transcripts more systematically, we filtered the log ratio of two measures (PA/RZ) to be less than or equal to -0.5 for oocyte, stage 6 and stage 9 respectively. This filtering gave us sets of genes that are highly enriched in RZ data compared to the polyA^+^ data (oocyte : 2,675, stage 6 : 5,118, stage 9 : 2,016 genes, see Additional file 2: Page – RZ-enriched genes). 

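With the ratio on a log2 scale, the threshold of -0.5 was met by 2674 maternal genes in oocyte, 5121 at stage 6 and 2013 at stage 9. These were 28.1%, 54.1% and 21.2% of the maternal genes with a ratio. On a log10 scale the counts were 809, 1969 and 144. The log2 ratio fell with genomic span, with a Spearman rho of -0.28 in oocyte, -0.18 at stage 6 and -0.27 at stage 9. With maternal genes in 4 groups by span, 16.6% of the shortest group and 43.3% of the longest were RZ-enriched in oocyte. At stage 6 these shares were 42.0% and 62.5%, and at stage 9 they were 14.4% and 31.1%. In each group the share was highest at stage 6. The source of this link was not tested, so a low ratio cannot be read as polyadenylation state alone. The lowest ratios at stage 6 among genes with at least 10 RPKM in a library belonged to c18orf21, with a log2 PA/RZ of -5.88, and leprel1, with -5.77.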

Interestingly we find stage 6 to be highly enriched in deadenylated transcripts. This may reflect the fertilization-induced deadenylated state, which has been reported in the literature [27-30]. 

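Of the 5121 maternal genes that were RZ-enriched at stage 6, 1883 were also RZ-enriched in oocyte and 1389 at stage 9, and 2637 at stage 6 alone. At all 3 stages 788 genes were RZ-enriched. The higher count at stage 6 went with a shift of the whole distribution. When each stage was centred on its median over maternal genes, 3396 genes lay at or below -0.5 in oocyte, 3253 at stage 6 and 2839 at stage 9, so the order of oocyte and stage 6 changed. From its counts, the paper describes stage 6 as highly enriched in deadenylated transcripts. It proposes that this may reflect deadenylation induced by fertilization.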

In order to gain an insight in to the functional categories of deadenylated transcripts at this stage, we compared enrichment of gene ontology (GO) terms of biological processes (BP) using DAVID [31]. We extracted the stage-specific functional annotation charts from DAVID and compared them using clusterProfiler, an R package for comparing gene clusters, with a p-value cut off of 0.01 [32]. Interestingly most of the stage 6 transcripts show an enrichment of biological processes related to cell-cycle control and regulation (Additional file 1: Figure S3d). For example important cell-cycle regulators like *aurka*, *cdc25c* and *birc5.1* belong to stage 6 RZ-enriched fraction. 

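At stage 6 the log2 PA/RZ of aurka was -1.40, that of cdc25c -1.87 and that of birc5.1 -0.55. The ratio of cdc25c had been 0.38 in oocyte and that of birc5.1 1.56, and at stage 9 they were 0.15 and 2.69. The ratio of aurka was already -0.75 in oocyte. The stage 6 value of birc5.1 lay close to the median of maternal genes, with 52.7% of them below it. After centring it was 0.08, above the threshold of -0.5, while aurka stood at -0.77 and cdc25c at -1.24, both still below it.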

Several chromatin reorganizers and modifiers like *ezh2*, *cbx4* and *hdac3* are also enriched in the stage 6 RZ- enriched fraction.

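The log2 PA/RZ at stage 6 was -0.70 for ezh2 and -0.56 for hdac3. It fell from 1.05 in oocyte for ezh2. In hdac3 it rose, from -1.30 in oocyte to -0.56 at stage 6 and -0.19 at stage 9. After centring, ezh2 stood at -0.07 and hdac3 at 0.07, neither of them at or below -0.5.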

**Figure 2:**
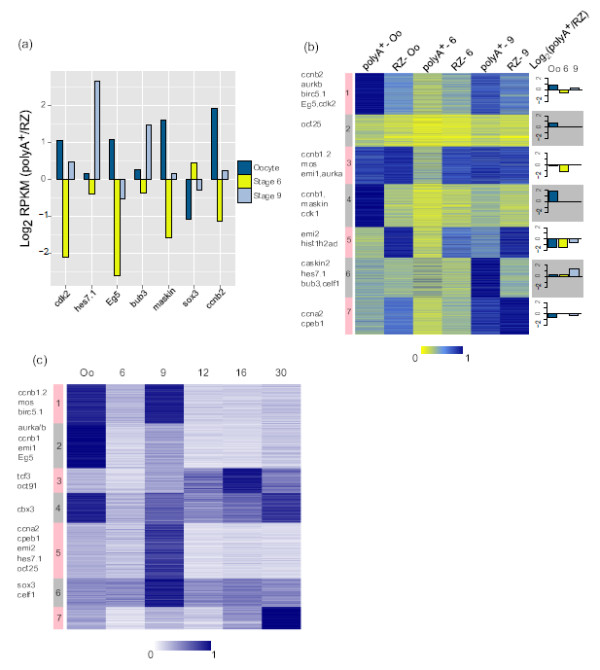
**Total and Polyadenylated RNA profiles of the Maternal Transcriptome.(a)** Barplots to show gene specific distribution of log_2_ RPKM ratios during early development. **(b)** Heatmap to show stage specific comparison between PolyA^+^ and RZ data. The barplots to the right of the figure represent average PolyA^+^ and RZ ratios per stage for the same cluster numbered to the left of the heatmap. Gene names are representative examples from the corresponding cluster. **(c)** Heatmap to show abundance of polyadenylated maternal genes from six developmental time points. Gene names are representative examples from the corresponding cluster. The heatmaps **(bandc)** show scaled expression values (the sum of expression per gene across all stages is set to one). PolyA^+^(RNA harvested with double PolyA^+^ selection), RZ (ribosomal rRNA depleted-total RNA).

To assess patterns of genome-wide polyadenylation during early development in more detail, we used K-means clustering (Figure 2b). 

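The 9513 maternal genes were grouped by k-means into 7 clusters on RPKM scaled to a sum of 1 over the 6 early libraries (50 starts, fixed seed). Cluster letters here run from the lowest to the highest mean log2 PA/RZ in oocyte. The genes ccnb1, aurkb and tacc3 (maskin) fell into cluster F, 1530 genes with a mean log2 PA/RZ of 1.54 in oocyte, -0.14 at stage 6 and 0.80 at stage 9. In this cluster the polyA oocyte library held a mean of 0.332 of each gene's summed RPKM. Cluster G, of 927 genes, had a still larger oocyte share of 0.515. The gene fbxo5 (emi1) fell into cluster D, of 1854 genes with mean ratios of 0.46, -1.29 and -0.07, and mos into cluster B.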

Clusters 1, 3, and 4 are groups of maternally abundant polyadenylated transcripts and include well known genes like *ccnb1*, *aurkb*, *mos*, *emi1* and *maskin*. These genes show peak expression in the oocyte and are deadenylated or degraded in a stage-specific manner (Additional file 1: Figures S3a and GO term enrichment for cluster 3 - Figure S4a). 

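The polyA RPKM of ccnb1 was 2332 in oocyte, 224.3 at stage 6 and 1082 at stage 9, and fell to 42.5 at stage 12. PolyA RPKM was also highest in the oocyte for aurkb (288), tacc3 (249) and fbxo5 (70.2, against 4.88 at stage 6). For mos it was highest at stage 9, with 86.7 RPKM (interval 84.2 to 89.2) against an oocyte interval of 63.6 to 66.7. The RZ RPKM of these genes moved less between oocyte and stage 6, from 612 to 495 for ccnb1, from 81.2 to 78.6 for tacc3 and from 94.4 to 106 for fbxo5.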

Cluster 5 represents 12% of all the maternally loaded transcripts which are relatively deadenylated. This cluster includes histone variants like *hist1h2ad*, *hist1h2al*, which are known to exist as deadenylated transcripts [33,34], *emi2* which is well studied for its role in unfertilized eggs where it, along with its partner *mos* causes arrest at metaphase of meiosis II (see GO term enrichment for cluster 5 in Additional file 1: Figure S4a) [35,36]. 

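Cluster A, the cluster with a mean log2 PA/RZ below 0 at all 3 early stages, held 1744 of the maternal genes, or 18.3% (interval 17.6 to 19.1). Its mean ratios were -1.49 in oocyte, -1.52 at stage 6 and -0.70 at stage 9. The share depended on the number of clusters and on scaling. It was 40.6% with 6 clusters, 28.9% with 8 clusters and 35.5% with each library scaled to the same median.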

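Both named histone genes have a single exon and fell into cluster A. The gene hist1h2ad (scaffold 4, 81649310 to 81649781) had 58 polyA reads and 351 RZ reads in oocyte, 38 and 742 at stage 6, and 20 and 359 at stage 9. Its log2 PA/RZ was -2.75, -5.28 and -3.34. The gene hist1h2al (scaffold 38, 363197 to 363734) had 17 polyA reads and 592 RZ reads in oocyte, 71 and 773 at stage 6, and 44 and 519 at stage 9. Its log2 PA/RZ was -5.28 in oocyte, -4.44 at stage 6 and -2.73 at stage 9, and the oocyte value was the lowest among genes with at least 10 RPKM in a library. The table holds 22 symbols that begin with hist, of which 11 were maternal and 8 of those fell into cluster A. Their median log2 PA/RZ was -2.19 in oocyte (13 genes with a ratio), -4.0 at stage 6 (16 genes) and -2.19 at stage 9 (16 genes). Among 10000 random lists of the same size matched on mean RPKM, the median of lists was 0.35, -0.63 and 0.30, and the histone list stood at percentile 0 at each stage. Reads shared by near-identical histone copies were left out by the authors, so these RPKM cover the unique parts only.

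**Figure D2:**
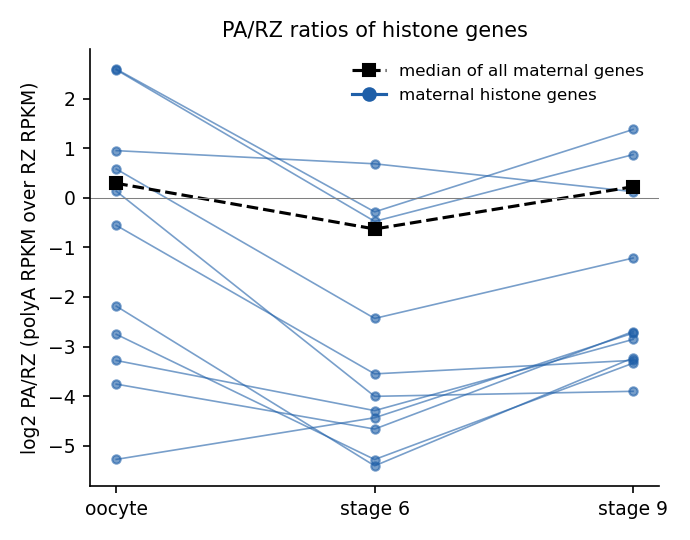
Log2 PA/RZ of the 11 maternal histone genes (points joined by lines) in oocyte, stage 6 and stage 9, with the median of all maternal genes (squares, 0.29, -0.63 and 0.22). The genes hist1h2aa, hist1h2am and hist1h3g lie above the other histone genes in oocyte, at 2.58, 2.60 and 0.95.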

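A pair of clusters had a mean log2 PA/RZ above 0 at all 3 early stages. Cluster C held 631 genes (6.63% of maternal genes, interval 6.15 to 7.15) with means of 0.23 in oocyte, 1.1 at stage 6 and 0.83 at stage 9. Cluster E held 820 genes (8.62%, interval 8.07 to 9.20) with means of 0.52, 0.36 and 1.94.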

Cluster 6 transcripts are polyadenylated during early development. A notable gene in this cluster is *celf1*, which codes for embryonic deadenylation element - binding protein (EDEN-BP), known to mediate sequence-specific mRNA deadenylation [37-39]. 

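The gene celf1 (scaffold 4, 15826763 to 15854039) had 20.5 polyA RPKM in oocyte, 10.1 at stage 6 and 46.9 at stage 9, and 19.4, 15.6 and 31.1 RZ RPKM. Its log2 PA/RZ was 0.08, -0.62 and 0.59. It fell into cluster B.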

Cluster 7 represents a group of genes that seem to be loaded as relatively deadenylated messages in the oocyte and are then polyadenylated post-fertilization or post-MBT (see GO term enrichment for cluster 7 in Additional file 1: Figure S4a). 

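Cluster B held 2007 genes (21.1% of maternal genes, interval 20.3 to 21.9). Its mean log2 PA/RZ was -0.40 in oocyte, -0.70 at stage 6 and 0.24 at stage 9. The largest part of its scaled RPKM lay in polyA stage 9 (0.265) and RZ stage 9 (0.230), against 0.139 in polyA oocyte and 0.173 in RZ oocyte.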

Overall 59% (clusters 1,2,3,4) of transcripts are deadenylated during oocyte maturation and early post-fertilization development, whereas 57% (clusters 1,3,5,6) show a higher relative polyadenylation state in late blastulae compared to early blastulae. 

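In 6 of the 7 clusters, with 93.4% of maternal genes, the mean log2 PA/RZ was lower at stage 6 than in oocyte. The fall was small in cluster A (-1.49 to -1.52) and in cluster E (0.52 to 0.36). In clusters with the same share of genes the mean was higher at stage 9 than at stage 6. With each library scaled to the same median over maternal genes, which removes a shift shared by most of them, the shares were 48.3% and 58.7%. Gene by gene, the ratio fell from oocyte to stage 6 in 6792 of 9452 genes (71.9%, interval 70.9 to 72.8) and rose from stage 6 to stage 9 in 7163 (75.8%, interval 74.9 to 76.6). Both happened in 5774 genes (61.1%). The changes share the stage 6 libraries, and simulated unchanged genes fell and then rose in 33.2% of cases. The simulation gave each stage equal, independent noise and took no depth or noise from these libraries. After centring each stage on its median, 49.3% of genes fell, 52.0% rose and 35.6% (interval 34.6 to 36.6) fell and then rose.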

Motif analysis of 3^′^ ends of transcripts clustered in Figure 2b show a significant enrichment of deadenylation and polyadenylation elements (ARE, EDEN and eCPE) in several clusters (Additional file 1: Figure S4b).

To gain insight into the fate and temporal expression patterns of maternally-abundant polyadenylated transcripts after the blastula stage, we compared the polyA^+^ data from six stages (oocyte, stage 6, stage 9, stage 12, stage 16 and stage 30) using K-means clustering (Figure 2c). 

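The polyA RPKM of aurkb (scaffold 100, 399799 to 409348) after the oocyte was 96.2 at stage 6, 141.5 at stage 9, 41.7 at stage 12, 34.6 at stage 16 and 36.2 at stage 30. In a k-means clustering of the maternal genes on the 6 polyA libraries, aurkb belonged to the cluster with the highest oocyte share, 1030 genes with a mean of 0.549 of the summed RPKM in oocyte, 0.174 at stage 9 and 0.0574 at stage 12.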

Cluster 2 includes *aurkb*, a mitotic serinethreonine kinase, which declines in abundance post-MBT. We find that genes like *tcf3* and *oct91* from cluster 3 have different profiles of abundance during development. *oct91*, a homologue of the mammalian pluripotency factor *oct3/4*, peaks in abundance at late gastrula (stage 12) and declines drastically thereafter (Additional file 1: Figure S5f) [40]. On the other hand *tcf3*, a gene encoding a helix-loop-helix transcription factor responsible for mesoderm and axis formation as well as anterior forebrain development via repression of *wnt/beta-catenin* targets, dramatically peaks at blastula and then exists as a stable polyadenylated transcript up to organogenesis (Additional file 1: Figure S5b) [41-44]. This analysis shows that the abundance of many maternally loaded polyadenylated transcripts declines after late blastula.

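PolyA RPKM of oct91 was 2.60 in oocyte, 3.74 at stage 6, 1.40 at stage 9 and 274.3 at stage 12, and then 48.9 at stage 16 and 0.654 at stage 30. The gene oct91 lies on scaffold 8b from 1485061 to 1488561.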

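PolyA RPKM of tcf3 (scaffold 1, 129584107 to 129649899) was 4.66 in oocyte, 10.9 at stage 6, 49.2 at stage 9, 40.7 at stage 12, 43.6 at stage 16 and 42.7 at stage 30. These values are those of the gene listed as tcf3 in the deposited table, and whether it is the gene with the functions that the paper describes was not settled. Its RZ RPKM was 39.1, 20.5 and 60.1 in the 3 early stages, and its log2 PA/RZ rose from -3.07 in oocyte to -0.29 at stage 9. Both tcf3 and oct91 fell into the same cluster of the 6 polyA libraries, 1078 genes with a mean of 0.325 of the summed RPKM at stage 16.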

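PolyA RPKM at stage 12 was below a fraction of 0.5 of that at stage 9 in 5977 of 9496 maternal genes (62.9%, interval 62.0 to 63.9), and it was more than doubled in 666. The median log2 change from stage 9 to stage 12 was -1.50. The share was 38.8% when stages 12, 16 and 30 all had to lie below that fraction. With the stage 12 rule and each library scaled to the same median over maternal genes, the share was 24.7%. This scaling removes any decline shared by most maternal genes. It therefore cannot tell such a decline from a difference between libraries.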

### Progressive activation of the embryonic genome

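A rise of at least 10-fold over polyA oocyte in any later polyA library, with at least 1 RPKM at the highest stage, was found for 2721 genes. The paper's text gives the fold but names no minimum. Without the minimum 4274 genes met the fold, with a minimum of 5 RPKM 1514 genes, and with a pseudocount of 1 902 genes. Of the 2721 genes, 748 were listed at 0 in polyA oocyte and 322 also belonged to the maternal set.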

An embryonic set of 2,481 transcripts was obtained by filtering the data for a 10-fold increase in any of the stages compared to oocyte expression. This set includes transcripts which are transcribed around or immediately after the mid-blastula transition (MBT). Concomitant polyadenylation could stabilize the newly synthesized transcripts and mark them for translation. To examine whether this is the case we compared the relative adenylation status of embryonic transcripts expressed at stage 9 to that of maternally abundant stage 9 transcripts. This comparison revealed that a large number of stage 9 embryonic transcripts are highly polyadenylated compared to their maternal counterparts, although the polyA^+^ state is also more variable in the embryonic subset of the late blastula transcriptome than in the maternal-embryonic subset (Figure 3a). 

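Of the 2721 embryonic genes, 1603 were listed above 0 in both stage 9 libraries. Their median log2 PA/RZ at stage 9 was 0.74 with an SD across genes of 1.99. The 9170 maternal genes outside the embryonic set had a median of 0.22 and an SD of 1.02. A ratio of at least 1 on the log2 scale was found for 42.2% of the embryonic and 22.7% of the maternal genes, and a ratio of -1 or lower for 13.3% and 7.67%. A further 526 embryonic genes were listed above 0 in polyA stage 9 only, 184 in RZ stage 9 only and 408 in neither. The embryonic genes had low RPKM at this stage, and the direction changed with the pseudocount. With 0.1 added to both values the embryonic median was 0.35, and with 1 added it was 0.070, below the maternal median of 0.18, while the SD was 0.59 against 0.89. Among genes with at least 1 RPKM in a stage 9 library the medians were 0.61 (431 embryonic genes) and 0.22, and the SDs were 1.89 and 1.02. From its comparison of the groups, the paper concludes that a large number of embryonic transcripts at stage 9 are highly polyadenylated compared to maternal ones. It also describes their polyadenylation as more variable.

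**Figure D3:**
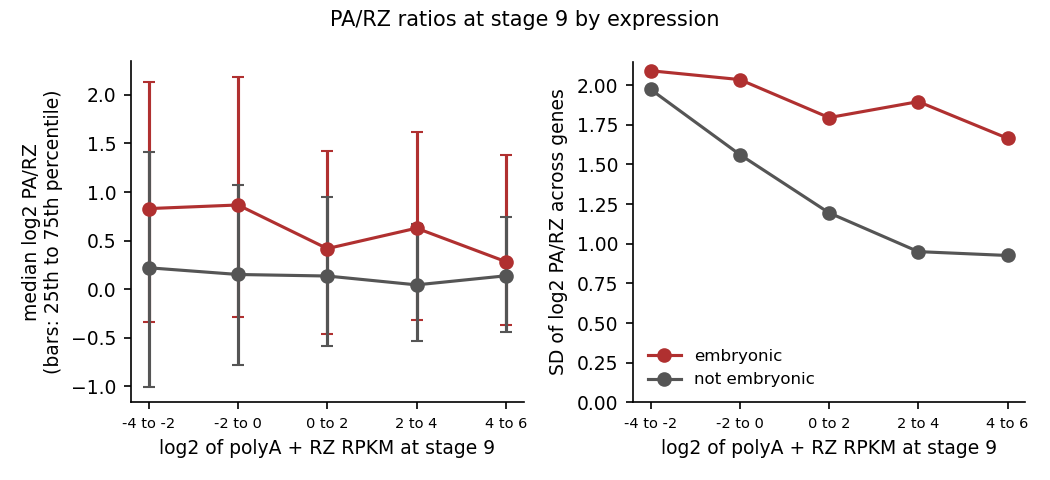
Log2 PA/RZ at stage 9 of embryonic genes and of all other genes, by the log2 of their summed polyA and RZ RPKM at stage 9. Left, median with bars from the lower to the upper quartile; right, SD across genes. In the bin from 2 to 4 the SD was 1.9 for 136 embryonic genes and 0.95 for 2132 other genes.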

The polyadenylation distribution of this variable embryonic transcriptome at stage 9 is robust and does not change with filtering criteria of embryonic transcripts (fold increase relative to oocyte levels) (Figure 3a). 

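With a threshold of 5-fold, 2425 embryonic genes had a stage 9 ratio, with a median of 0.60 and an SD of 1.78. With 20-fold, 1221 genes had a median of 0.83 and an SD of 2.09.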

To explore this variable transcriptomic landscape during embryogenesis, we used K-means clustering to group genes according to their expression (log-transformed RPKM values) or according to their expression relative to maximum gene expression (scaled expression per gene) (Figures 3b and d). This revealed that many genes are activated at the MBT, but most are more strongly induced at later stages (Figure 3b). 

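At least 10-fold over polyA oocyte was reached by 199 of the embryonic genes at stage 6, 694 at stage 9, 1349 at stage 12, 2240 at stage 16 and 2349 at stage 30. At least 1 polyA RPKM was reached by 187 of them at stage 6, 411 at stage 9, 997 at stage 12, 2028 at stage 16 and 2419 at stage 30. Their median polyA RPKM rose from 0.110 at stage 9 to 0.323 at stage 12, 3.20 at stage 16 and 3.6 at stage 30.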

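Each embryonic gene was assigned to the first stage at which its polyA RPKM was at least 4-fold that of the oocyte. This was stage 6 for 261 genes (9.59%, interval 8.54 to 10.8) and stage 9 for 840 genes (30.9%, interval 29.2 to 32.6), together 40.5%. It was stage 12 for 777 genes (28.6%, interval 26.9 to 30.3), stage 16 for 681 genes (25.0%) and stage 30 for 162 genes (5.95%). The low RPKM of many genes at the early stages weighed on these shares. When 1 RPKM was also required at the stage, 1.91% of the genes were first induced at stage 6, 7.50% at stage 9, 26.6% at stage 12, 40.0% at stage 16 and 24.0% at stage 30.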

Comparing the numbers of expressed transcripts relative to the total embryonic pool of transcripts reveals that about 30% of the embryonic genes are induced by fourfold or more during blastula stages and another 36% by late gastrulation (Figure 3c). Clustering gene expression relative to maximum gene expression reveals exquisitely well-defined clusters of dynamic gene expression (Figure 3d). 

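At stage 9 the polyA RPKM of nodal3.2 was 2.44, that of nodal5 2.06, that of nodal6 3.40, that of sia1 3.28 and that of sia2 5.73. None of these genes exceeded 0.526 RPKM in any other polyA library. In polyA stage 6 all of them were listed at 0. In RZ stage 9 they had between 0.673 RPKM (nodal5) and 3.34 RPKM (sia2). The nodal and sia genes belong to families, and reads shared between family members were left out by the authors. In all, 73 embryonic genes (2.68%, interval 2.14 to 3.36) had their highest polyA RPKM at stage 9. The rule rests on polyA RPKM alone, and the 73 include genes with RZ RPKM already high in oocyte. Examples are cdc25a (158 RZ RPKM in oocyte, 156 at stage 9) and cd276 (49.6 and 37.8). For such genes a polyA peak at stage 9 is by itself no evidence of new transcription. The nodal and sia genes given here were listed at 0 in RZ oocyte.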

Genes which peak in the late blastula (Figure 3d, cluster 1) include *nodal 3.2/5/6* and *sia1/2*, respectively signalling and transcription factors important for the SpemannMangold organizer (Additional file 1: Figure S5d and g) [45,46]. 

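The highest polyA RPKM fell at stage 12 for 220 of the embryonic genes (8.09%, interval 7.12 to 9.17). With a minimum of 5 RPKM at the highest stage the share was 11.9%.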

Gastrula expression represented by cluster 5 contains 8% of genes peaking in expression (Figure 3e). This cluster is dominated by high expression of genes involved in mesendoderm specification and patterning such as *eomes*, *chrd*, *gsc*, and *t* (Additional file 1: Figure S5g). 

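At stage 12, polyA RPKM was 23.2 for eomes, 47.2 for chrd, 16.1 for gsc and 63.7 for t. At stage 9 it was 2.33, 0.574, 0.671 and 0.366, and at stage 16 it was 0.716, 26.3, 1.93 and 5.88.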

Cluster 3 and 4 shows genes peaking during neurulation and include genes like *neurog*, *pax6*, *nkx2-5*, *wnt4* and *myod*. 

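PolyA RPKM at stage 16 was 13.8 for pax6, 7.78 for nkx2-5, 6.71 for wnt4 and 61.2 for myod1 (interval 56.1 to 66.7), the highest of the 6 libraries for each. At stage 30 it was 11.8, 1.92, 3.49 and 11.3. The highest polyA RPKM fell at stage 16 for 1057 of the embryonic genes (38.8%, interval 37.0 to 40.7).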

Cluster 2 and cluster 6 together represent clusters of genes peaking in expression at stage 30 of development and include transcription factors involved in hematopoietic development like *gata1* and *tal1*. *celf3* is an embryonic gene which belongs to the CELF family of genes that code for RNA binding proteins involved in deadenylation of mRNAs. It is known to be exclusively expressed in the nervous system including domains in the brain, spinal cord, optic and otic vesicles [47]. *irx5*, a homeobox transcription factor known for its role in neural patterning also peaks during organogenesis [48]. 

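PolyA RPKM at stage 30 was 5.22 for gata1, 3.93 for tal1 and 8.36 for celf3. At stage 16 it was 0.0564, 2.89 and 4.89.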

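PolyA RPKM of irx5 (scaffold 4, 31406696 to 31411032) rose from 0.183 at stage 12 to 4.17 at stage 16 and 5.53 at stage 30.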

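The highest polyA RPKM fell at stage 30 for 1362 of the 2721 embryonic genes (50.1%, interval 48.2 to 51.9). Together, stages 16 and 30 accounted for 88.9% (interval 87.7 to 90.0). The share at stage 30 was 41.0% with a minimum of 5 RPKM at the highest stage, and stage 16 then had the larger share with 43.1%.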

As the embryonic genome is progressively taking control of development, we found 50% of the developmentally induced genes reach maximum expression late in development (Figure 3e).

**Figure 3:**
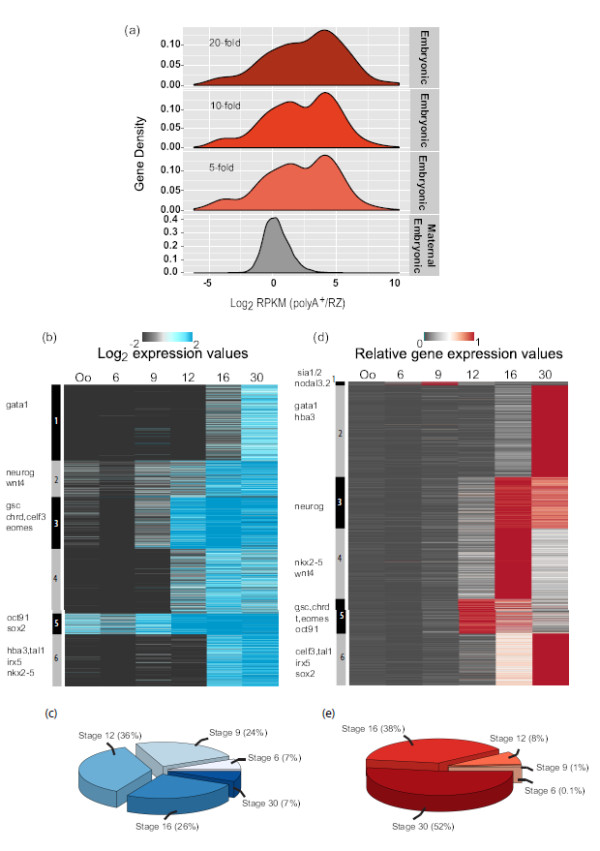
**Overview of the Embryonic Transcriptome.(a)** Density plot to show distribution of Maternal-Embryonic (grey) and Embryonic (red) ratios of polyA^+^ vs. RZ expression (RPKM) at Stage 9. **(b)** Heatmap to show dynamic expression of 2,481 polyadenylated embryonic genes. Scale represents the log_2_ transformed RPKM values. Gene names are representative examples from the corresponding cluster. **(c)** A pie-chart to show percentage of genes whose expression is increased four folds or more relative to Oocyte. **(d)** A heatmap to show scaled expression (the sum of expression per gene across all stages is set to one) of 2,481 polyadenylated embryonic genes. Gene names are representative examples from the corresponding cluster. **(e)** A pie-chart to show percentage of embryonic genes peaking in expression per stage.

To correlate these temporal profiles with gene function, enrichment for GO terms of BP were examined using DAVID [31]. Using gene names as unique identifiers, we found a significant enrichment of stage-specific processes (Figure 4a). We then extracted the stage-specific functional annotation charts from DAVID and compared them using clusterProfiler, an R package for comparing gene clusters, with a p-value cut off of 0.01 (Figure 4b) [32]. 

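The single-exon gene hist2h2ab (scaffold 302, 6398 to 7035) had 2, 19 and 3 polyA reads in oocyte, stage 6 and stage 9, with 0.669 RPKM (interval 0.429 to 1.05) at stage 6 and 0.350 RPKM (interval 0.119 to 1.03) at stage 9. Its RZ reads numbered 9 in oocyte, 214 at stage 6 and 118 at stage 9. The single-exon gene hist1h4k (scaffold 4, 82494792 to 82495727) had 6 polyA reads at stage 9 and 15 at stage 12, with 0.478 RPKM (interval 0.219 to 1.04) and 0.640 RPKM (interval 0.388 to 1.06). At this depth the stage of highest polyA expression could not be told for either gene, as the intervals overlap. Neither gene reached 1 polyA RPKM at any stage, and neither was part of the embryonic set used here.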

Cluster 1 (from Figure 3d) is a small cluster of 31 genes and shows enrichment of terms like nucleosome assembly, a term with 3 genes (*hist2h2ab*, *hist1h4k*, *hist1j2aj*) (blue arrowhead, Figure 4b). The stage 12-specific genes (cluster 5, from Figure 3d) show enrichment for the term gastrulation and include well-known genes (for example *bmp4*, *cer1*, *fgf8*, *gsc*, *foxa2*, *nodal*, *eomes*, *lef1*, *lhx1*, *foxc1*, *foxc2*, *chrd*, *gata4*) (red arrowhead, Figure 4b). 

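Of the 13 genes, 11 had their highest polyA RPKM at stage 12 and all were in the embryonic set. The highest stage 12 value belonged to the single-exon gene cer1, with 84.1 RPKM (interval 79.8 to 88.6) and 0 reads at stage 9 (interval 0 to 0.434 RPKM). Both exceptions were highest at stage 16. The gene lef1 had 19.2 RPKM at stage 12 and 21.0 at stage 16. The single-exon gene foxc2 had 23.4 RPKM at stage 12 (interval 22.3 to 24.7) and 24.0 at stage 16 (interval 22.5 to 25.7), a difference within the counting error. The median log2 of stage 12 RPKM over the mean of the other polyA libraries was 2.48 for the list, above every one of 10000 random lists matched on mean RPKM, whose median was -1.28. The list was chosen by the study on these libraries.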

In conclusion, apart from confirming genes enriched in terms with known functions, our GO analysis also provides a framework of hypothesis for several genes with unknown function.

**Figure 4:**
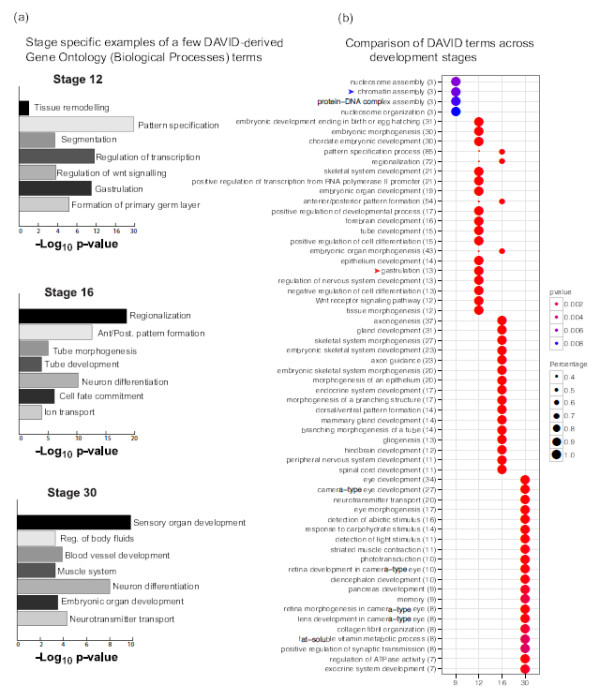
**Gene Ontology Analysis of the Embryonic Transcriptome.(a)** GO term enrichment analysis from DAVID. Barplots (i) Stage 12, (ii) Stage 16, (iii) Stage 30 show stage-specific significant Biological Processes and their -log P-values plotted on x-axis. **(b)** A plot to cluster and visualize DAVID-derived GO terms from developmental stages 9, 12, 16 and 30 using R package clusterProfiler with a p-value cut off < 0.01 [32]. The DAVID GO terms have been derived from biological process annotation of *Xenopus tropicalis* genes.

### Experimental validation of gene models and analysis of novel transcripts

To improve gene annotation and identify potentially novel transcripts, we updated our previously published *Xenopus tropicalis* experimentally validated (Xtev) annotation pipeline [10]. Using more sequencing data and the latest genome build, we performed guided transcript assembly with Cufflinks using all our polyA^+^ and total RNA-seq data with JGI 7.1 annotation as reference [49,50] and combined the Cufflinks transcripts with expressed sequence tags (EST) clusters (Gurdon clusters, courtesy of Dr. Mike Gilchrist). Both histone H3 lysine 4 tri-methylation (H3K4me3) and RNA polymerase II (RNAPII) chromatin immuno-precipitation sequencing (ChIP-seq) data were used to validate or update the 5^′^ ends of the gene models as described previously [10] (see Additional file 1: Figure S6, Additional file 3: Page – Gene models). The annotation pipeline resulted in a collection of 29,663 *Xenopus tropicalis* spliced gene models out of which 18,305 were validated or updated by the *Xenopus tropicalis* experimentally validated (Xtev) pipeline. From these validated models, 17,592 (96%) can be detected by RNA-seq and 65% have H3K4me3 enrichment at the annotated start site. Several thousand gene models were updated and/or reannotated leading to addition of 5^′^, 3^′^ or internal exons (for a complete overview of Xtev(v3.4) known gene model update see Additional file 1: Figures S6 and S7a). In addition 2,135 spliced transcripts were newly identified on basis of RNA-seq and/or EST evidence.

As a by-product of our gene annotation pipeline, we find evidence for a total of 33,601 single exon unspliced gene models. These unspliced single exon gene models are filtered out early on in the pipeline and have not been analyzed further (for a complete list with genomic co-ordinates see Additional file 3: Page – Single exon gene models). These single exon models include MALAT1 (metastasis associated lung adenocarcinoma transcript 1), a known single exon lncRNA conserved in mammals, zebrafish and *Xenopus*[51]. From the expression data it appears to be most abundant at the at neurula stage, suggestive of a specialized stage-dependent regulatory role (Additional file 1: Figure S7b).

Compared to our published annotation pipeline, where we only validated and updated known gene models, which are mostly protein-coding, the new implementation is more inclusive in annotating both coding and long non-coding RNAs. To identify new gene models we looked for Cufflinks transcripts lacking any overlap with gene models from the *Xenopus* model organism database (Xenbase) [23]. We found 2,135 gene models to be new and non-overlapping (new gene models (NGM), Figure 5a, for a complete list with genomic co-ordinates see Additional file 3: Page –NGM). Out of this set, 594 gene models are supported by both expression data (RNA-seq, EST) and a 5^′^ H3K4me3 modification peak (new gene models with validation support (NGM-vv), see Additional file 1: Figure S6, for a complete list with genomic co-ordinates co-ordinates see Additional file 3: Page – NGM-vv), meaning that they are likely stand-alone transcripts. To validate some of these transcripts, we looked at their relative abundance by performing RT-qPCR of RNA from several developmental stages (stage 9, stage 10, stage 10.5 and stage 12). We find stage-specific expression (Additional file 1: Figure S8a).

**Figure 5:**
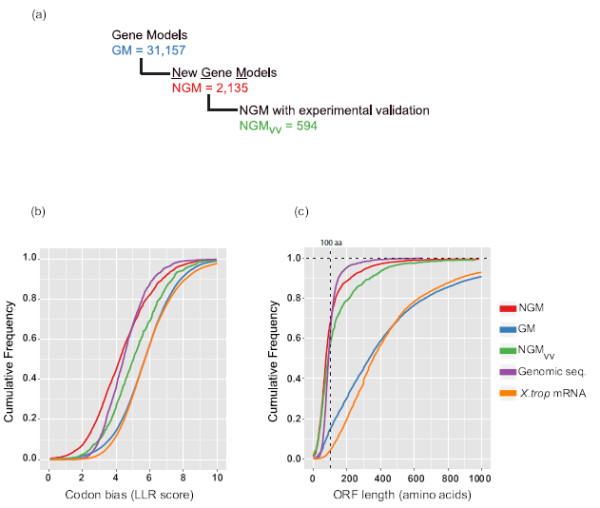
**Analysis of Novel transcripts.(a)** Subsets of gene models from the updated *Xenopus tropicalis* gene annotation pipeline. **(bandc)** Cumulative frequency chart to show distribution of codon bias (LLR score) and ORF length between new gene models (NGM), all gene models (GM), new gene models with validation support (NGM-vv), random genomic sequences (Genomic seq.) and Xenbase extracted *X.tropicalis* mRNAs (*X.trop* mRNA).

To assess the coding potential of the various gene model subsets (Xtev gene models (GM), NGM, NGM-vv) we used open reading frame (ORF) length and the log likelihood ratio (LLR) of codon bias (see Materials and methods). We find that 65% of new transcripts that are not overlapping with known genes (NGM subset), show a codon bias score comparable to non-coding genomic sequences (Figure 5b). Also, 70% of these NGM transcripts have a maximum ORF length comparable to non-coding genomic sequences (Figure 5c). By contrast, transcripts from annotated protein-coding genes (*Xenopus tropicalis* mRNA) and all GM have large ORF lengths and higher codon bias score, the cumulative distribution of which is well-separated from that of non-coding genomic DNA. However it should be noted that the subset of new non-overlapping transcripts that has strong experimental validation support (594, NGM-vv) may contain both coding and non-coding transcripts. 60% have an ORF length of less than 100 amino acids and also the codon bias distribution suggests this subset represents a mixed population of coding and non-coding RNAs (Figure 5b and c). To enrich for long non-coding RNAs (lncRNAs), we curated the NGM-vv subset both bioinformatically and manually. Since high-confidence lncRNAs have been shown to lack an ORF length greater than 100 amino acids [4], we used this as a first step to enrich for putative lncRNAs. Inspection of this subset of gene models revealed that it was enriched for the 5^′^ untranslated region (UTR) exons of downstream gene models without H3K4me3 peak and a number of other artifacts. We therefore excluded new gene models that were upstream of the known genes without a H3K4me3 peak, or did not meet more stringent expression and splicing criteria (see Materials and methods). The resulting 98 gene models were screened using BLASTN and BLASTP against homology to known protein coding sequences and an array of other problems on the genome browser. For example models in regions with many gaps were excluded. Also, several intronic transcripts were selected against as they may not represent independent transcription units. This screening resulted in a set of 37 transcripts. We compared our different subsets of transcripts with the new transcripts identified by Tan et al., [11]. The Tan study reports the identification of 13,836 novel transcripts, a set of transcripts which collapses to a set of 3,726 unique models that map to the JGI7.1 genome assembly and are not included in the JGI7.1 annotation. Only 122 of these models overlap with the NGM set of 2,135 transcripts. All of the 37 transcripts we selected were identified in the Tan study, however six of these were linked to protein-coding genes in their multi-stage ribonucleic acid sequencing (RNA-seq) data sets. Therefore, our stringent filtering and curation approach has generally enriched for transcripts identified as new gene models in both studies and we conclude that the remaining 31 transcript models are likely stand-alone transcription units. This subset is referred to as NGM-vvo: manually curated new gene models with H3K4me3 peaks and RNA-seq evidence, and a longest ORF length of 100 amino acids. In terms of assessing coding metrics, this set has a codon bias score comparable to random genomic sequences and their cumulative distribution is well separated from known protein-coding mRNA (Figure 6a). An example is shown in Figure 6b (two more examples shown in Additional file 1: Figure S9a). Compared to the protein-coding transcripts, the manually curated new gene models with ORF less than 100 amino acids (NGM-vvo) transcripts have low exon number and relatively shorter transcripts (Figures 6c and d), similar to what has been reported for lncRNAs [52,53]. Based on our manual curation, coding potential metric and gene-structure analysis, we conclude that NGM-vvo subset represents a set of high-confidence lncRNAs.

**Figure 6:**
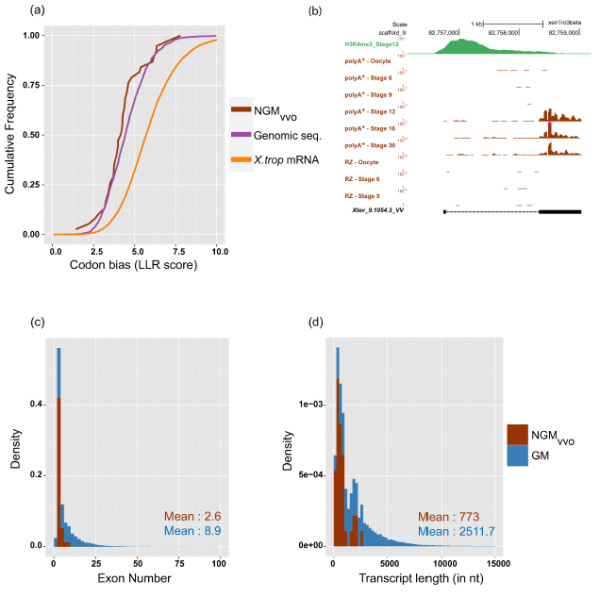
**Analysis of NGM-vvo transcripts.(a)** Cumulative frequency chart to show distribution of codon bias (LLR score) for NGM-vvo, random genomic sequences (Genomic seq.) and Xenbase extracted *X.tropicalis* mRNAs (*X.trop* mRNA). **(b)** An example to illustrate NGM-vvo gene model. H3K4me3 peak demonstrates the gene being transcribed from its own promoter [10]. **(candd)** Frequency distribution to compare number of exons and transcript length (nt, nucleotides) between all gene models (GM) and new gene models (NGM-vvo).

Mammalian and zebrafish lncRNA show a mean expression varying from a 3-fold to a 10-fold difference from their protein-coding counterparts [53,54]. To investigate the expression of NGM-vvo lncRNAs during embryogenesis, we looked at their polyA^+^ mRNA profiles during embryogenesis. We find that the median expression level of lncRNAs during embryogenesis is one-third of their protein-coding counterparts (Figures 7a and b and Additional file 1: Figure S8b). To investigate expression patterns of NGM-vvo transcripts, we performed unsupervised hierarchical clustering of polyA^+^ and total-RNA expression profiles during embryogenesis. Just like the protein-coding genes, some NGM-vvo transcripts have maternal expression. Many are developmentally regulated and show a stage-specific peak in expression (Figure 7c and Additional file 1: Figures S8b).

**Figure 7:**
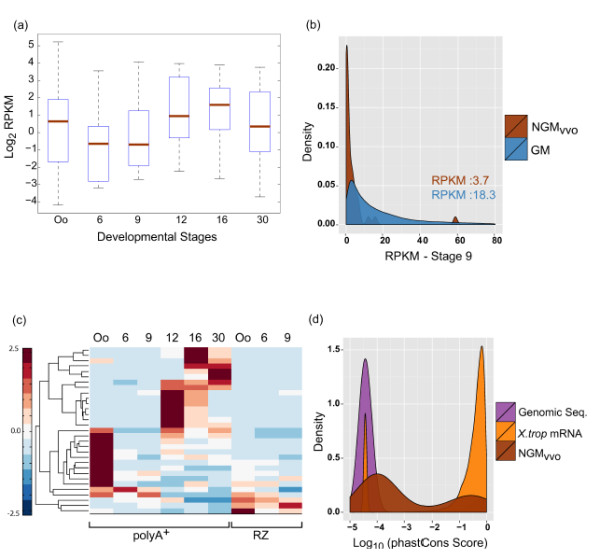
**Expression analysis of putative long non-coding RNAs (NGM-vvo).(a)** Boxplot to show log transformed expression (RPKM, PolyA^+^) across six developmental stages in the NGM-vvo subset. **(b)** Density graph to compare stage-9 expression (RPKM, PolyA^+^) between all gene models (GM) and NGM-vvo subset. **(c)** Heat map to show unsupervised hierarchical clustering of expression (RPKM) of polyA^+^ and RZ data across embryogenesis. Colorscale represents deviation from mean expression calculated row-wise. **(d)** Density plot to compare distribution of log_10_ transformed conservation score (phastCons analysis, see Materials and methods) between random genomic sequences (Genomic Seq), Xenbase extracted *X.tropicalis* mRNAs (*X.trop* mRNA) and NGM-vvo subset. PolyA^+^(RNA harvested with double polyA^+^ selection), RZ (ribosomal rRNA depleted-total RNA).

The GENCODE v7 catalogue of human lncRNAs has looked into conservation of human lncRNAs using phastCons analysis [52]. Our lncRNA conservation results are in line with these analyses, since we find NGMvvo exons to be less conserved than annotated proteincoding mRNA, but more conserved than the random genomic sequences (Figure 7d). The evolutionary constraints on their sequence and their developmentally regulated expression may be an indication of their stage-specific functionality.

## Discussion

Our results present temporal profiles of maternal and embryonic transcripts during early development. We report a total number of 14,819 non-redundant Xenbase transcripts expressed in any of the six assayed stages from oocyte to tailbud embryos and mapped to *Xenopus tropicalis* genome assembly (Joint Genome Institute (JGI) 7.1). 

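Of the 15288 genes in the deposited table, 14819 were listed above 0 in at least 1 of the 9 libraries. In the 6 polyA libraries alone the number was 14769, and at least 1 RPKM in a library was reached by 12292 genes.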

In our data set the maternal transcriptome consists of over 9,000 transcripts that show differential adenylation and of these 46% are abundant in the oocyte polyA^+^data (Figure 2c). This is interesting in view of the fact that the oocyte serves as a reservoir of stable maternal transcripts which drive early development in the absence of embryonic transcription. 

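In the clustering on the 6 polyA libraries, 3 of the 7 clusters had a mean oocyte share of at least 0.25 of the summed RPKM. They held 45.2% of the maternal genes (interval 44.2 to 46.2). By single genes, 42.9% had an oocyte share of at least 0.25, and 33.2% had their highest polyA RPKM in the oocyte. With 6 clusters in place of 7 the share was 32.9%.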

To better understand the dynamics of polyadenylated vs. deadenylated mRNA, we compared the ratio of polyA^+^ and total RNA. This comparison gave us a tool to examine the dynamics of transcript abundance and polyadenylation during early development. We observed fertilization-induced deadenylation of several cell cycle regulators like *cdk2*(Eg1), *kif11*(Eg5) as already reported [16]. Also, it is interesting to note that there is an exclusive pool of relatively deadenylated transcripts, which in our analysis accounts for 12% of the maternal genes and includes well known non-adenylated transcripts like the histone mRNAs (Figure 2b). 

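In the cluster of maternal genes with mean PA/RZ below 0 at all early stages, the RZ libraries held 0.249 (oocyte), 0.166 (stage 6) and 0.260 (stage 9) of the summed RPKM of a gene, and the polyA libraries 0.0993, 0.0643 and 0.161. Besides the histone genes named above, hist1h4a had 54.4 RZ RPKM and 4.02 polyA RPKM in oocyte, and hist2h2be had 25.9 and 2.66.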

Transcription has been reported to start at the mid-blastula stage [12,13,55], although a number of genes are transcribed before this stage. 

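From oocyte to stage 6, RZ RPKM rose at least 4-fold, to at least 1 RPKM, in 32 genes, and polyA RPKM did so in 140 genes. No gene met both. A 4-fold fall from at least 1 RPKM was seen in 219 genes in RZ and in 3133 genes in polyA. Over maternal genes the median log2 change was -0.43 in RZ and -1.42 in polyA. After scaling each library to the same median over maternal genes, 73 genes rose in RZ, 818 in polyA and 9 in both. The largest RZ rise among genes with at least 5 RPKM at stage 6 was that of hist2h2ab, 24.6-fold, from 0.610 (interval 0.321 to 1.16) to 15.0 RPKM (interval 13.1 to 17.1).

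**Figure D4:**
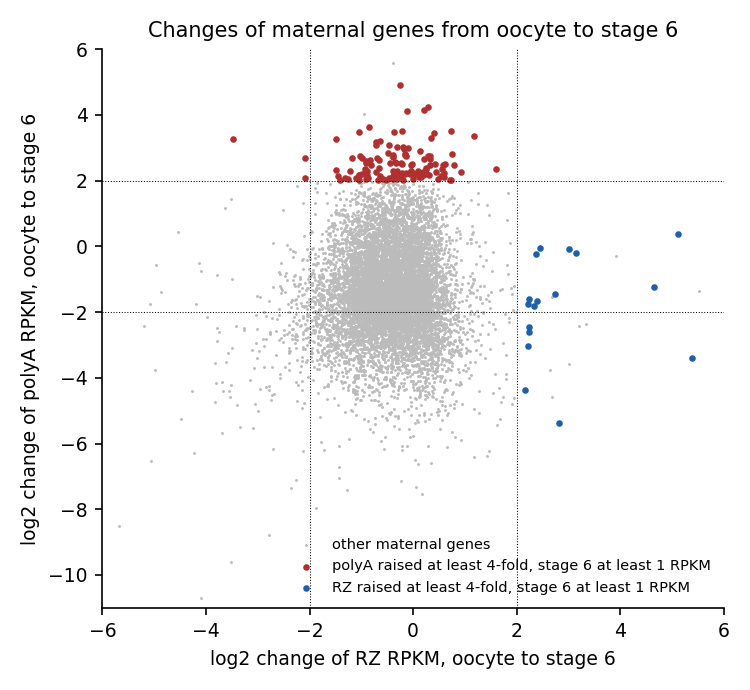
Log2 change of polyA RPKM against log2 change of RZ RPKM from oocyte to stage 6, 1 point per maternal gene above 0 in all 4 libraries. Dotted lines mark 4-fold changes. Genes raised in polyA (red) and genes raised in RZ (blue) do not overlap.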

We find little evidence of pre-MBT transcription at stage 6 in our data. 

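Of the 140 genes with polyA RPKM raised at least 4-fold from oocyte to stage 6, 119 were maternal. Their RZ RPKM changed by a median of -0.23 on the log2 scale, and it rose in 48 of the 137 genes above 0 in both RZ libraries. The rise in polyA was kept at stage 9, at 4-fold or more over oocyte, in 85 of the 140. An example is gps2, whose polyA RPKM went from 2.67 to 17.2 while its RZ RPKM went from 0.960 to 0.421.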

Many maternal transcripts are gaining polyadenylation during post-fertilization development and may appear as false-positives in an analysis of early transcription if only polyA^+^ messages are considered. Between stage 6 and stage 9, some genes are activated early as described for several nodal genes [56]. The embryonic transcript abundance is stage-specific. About 30% of the embryonic genes are induced four-fold or more by late blastula and another 35% by late gastrulation (Figure 3c). 50% of the genes peak late in development (Figure 3e). Our GO analysis of embryonic genes provides confirmation of genes with known functions as well as provides a framework for hypothesis for several genes with unknown functions (Figure 4b).

We have generated an updated annotation pipeline for *Xenopus tropicalis* experimentally validated (Xtev) gene models, featuring a total of 31,157 transcripts. Of these, we find 2,135 gene models to be new, however many of these may be linked to known transcripts and are not independently generated. The NGM-vvo subset of 31 transcripts is a high-confidence set of lncRNAs, which shares many of the characteristic features of lncRNAs such as low exon number, relatively short length and overall low expression during embryogenesis [4,51,53]. They are decorated with H3K4me3 histone modification at the 5^′^ end, evidence that these high-confidence lncRNAs are transcribed from their own promoter. Like their protein-coding counterparts, the expression profile of high confidence lncRNAs (NGM-vvo) is stage-specific and temporally restricted.

It proved surprisingly difficult to identify this high-confidence set of lncRNAs. This is because any selection for novel or unannotated transcripts enriches resulting subsets for annotation problems (broken genes) and assembly problems (poorly assembled regions with fragmented genes). Our high-confidence approach may however underestimate the true number of lncRNAs that are expressed during embryogenesis. First of all, lncRNA may be transcribed from complex loci and not all may meet our criteria of stand-alone transcripts. Second, many lncRNAs are expressed at very low levels. Inclusion of more RNA-seq data is therefore likely to identify more lncRNAs. On the other hand, true stand-alone lncRNA transcription units, produced from their own promoter, may be far less common than frequently assumed, and the majority of “new transcripts” may arise as by-products of known genes or be transcribed from highly complex loci. Also, RNA-seq alignment tools produce artifacts and multiple, sometimes incorrect, models for the same locus. Therefore, approaches that integrate expression and histone modification data are essential to curate transcription units.

Functional analyses of the novel lncRNAs are required to elucidate their potential roles in pre-MBT transcriptional repression, gastrulation, neurulation and organogenesis. Our catalogue of high confidence stand-alone lncRNAs with sequence conservation and stage-specific expression provides a prioritized resource for studies in lncRNA function during vertebrate development.

## Conclusions

We provide a comprehensive survey of the *Xenopus tropicalis* transcriptome using polyA^+^ and ribosomal-RNA depleted total RNA expression data. These results provide insights into the maternal and embryonic components of expression and polyadenylation dynamics through-out early embryogenesis. In addition, our improved annotation has led to the discovery of new transcripts which constitute subset of high-confidence stand-alone lncRNAs. Together, these data provide a rich developmentally relevant resource, integration of which will enable new genomic and genetic studies in the near future.

## Materials and methods

### Animal procedures

*X.tropicalis* embryos were obtained with *in vitro* fertilization from three separate crosses (different outbred animals). Briefly, both females and males were primed with 10 units of human chorionic gonadotropin (hCG-pregnyl, Organon). Four to six hours before embryo collection, female frogs were injected with 200 units of hCG. Forty-five minutes after the onset of egg laying, embryos were collected and dejellied in 3% cysteine hydrochloride (pH 8.0) in 10% MMR. Embryos were then cultured in 10% MMR at room temperature and were staged according to Nieuwkoop and Faber (1994) [57]. Embryos from three separate clutches were harvested and frozen at -80°C until RNA isolation. Stage VI oocytes were harvested by treating ovarian follicles with collagenase (*Clostridium* type I collagenase, Sigma).

### RNA preparation and sequencing

Oocyte and embryos from Nieuwkoop-Faber stages 6 - 30 were collected and total RNA was isolated using Trizol and the QIAGEN RNeasy Kit. Subsequently, polyadenylated RNA was selected by enriching with the Oligotex mRNA kit (QIAGEN). To ensure complete removal of ribosomal RNA (rRNA), polyadenylated mRNA was subjected to an additional round of Oligotex treatment. Total RNA was subjected to depletion of ribosomal RNA (rRNA) using Ribozero Epicenter low input kit. Two important quality control measures were taken to confirm removal of ribosomal RNA (rRNA). First, the ribosomal RNA (rRNA) -depleted sample was tested on a RNA-chip (Experion, BIORAD) in comparison with non-depleted total RNA. Absence of 28S and 18S peaks in the ribosomal RNA (rRNA) depleted sample confirmed good depletion. Second, RT-qPCR with primers against 28S, 5S and GAPDH was performed. 28S RNA levels were less than 5%, typically around 1% after depletion, whereas GAPDH was typically at more than 80% of the levels before depletion. For sequencing, cDNA was prepared for both polyA^+^ and RZ samples with random hexamer primers using Superscript III (Invitrogen) and the second strand was made with DNA polymerase I, DNA ligase and T4 DNA polymerase. The purified double-stranded cDNA was used for Illumina sample preparation. All quality control qPCR reactions were performed on a MylQ single-color reader real-time PCR detection system (BioRad) using iQ SYBR Green Supermix (BioRad).

The three biological replicates were checked by RT-qPCR and pooled for sample preparation and sequencing. These samples were then processed according to the manufacturer’s protocol (Illumina). Shortly, adapter sequences were linked to the complementary DNA (cDNA) samples, the library was size selected (300-350bp), and amplified by polymerase chain reaction (PCR). The subsequent sequencing was carried out on Genome Analyzer (Illumina).

### RNA-seq expression analysis

On average, we obtained about 16-50 million reads per stage (Additional file 1: Table S1). Out of the total reads about 50-60% could be aligned to the genome assembly (JGI 7.1) of the *Xenopus tropicalis* genome sequence. To allow a quantitative comparison all reads were normalized before analysis. The transcript list contains all the genes that are expressed (= non zero RPKM) in at least one stage. The RPKM per gene is the mean of all RPKM of all the non-redundant exons of all isoforms per gene. 

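The deposited table lists 15288 genes, of which 469 were at 0 in all 9 libraries. Of the names, 768 were given as a scaffold position in place of a symbol.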

The total list contains around 15,289 genes of which only 470 are not detected as expressed in any stage. All unknown/unnamed gene names have been changed to include the genomic position for reasons of identification. Alignment was performed using Burrows-Wheeler Aligner (BWA), reads mapping to multiple positions (non-unique) were not included in the RPKM calculation [58].

### Xtev (v3.4) gene annotation pipeline

Gene models (JGI 7.2) were downloaded from Xenbase (http://www.xenbase.org) and EST clusters mapped to the JGI 7.1 *X.tropicalis* genome were supplied by Mike Gilchrist (NIMR). Spliced transcription units were generated from the RNA-seq data. All reads were mapped to JGI 7.1 using TopHat v2.0.4 [50]. The TopHat output was filtered to keep only new splice sites with evidence of at least 5 spliced reads. The filtered TopHat output was used with Cufflinks v1.3.0 to perform transcript assembly [49]. The experimental annotation pipeline consists of several steps: 1) collect gene models; 2) update with experimental data; 3) validate and/or update gene models with RNA-seq data; 4) validate and/or update transcription start-site (TSS) with H3K4me3 and/or RNAPII ChIP-seq data and 5) Choose the most likely model (Additional file 1: Figure S6). All Xenbase gene models sharing at least 1 exon were considered as multiple models of a single gene. The EST clusters and transcripts determined by Cufflinks were used to update the gene models with extra putative exons, mainly at the 5^′^ and 3^′^ end of genes. The number of RNA-seq reads was determined for all exons of all models. If 1/3 of the exons of a model contained at least 3 RNA-seq reads the model was considered as expressed. If the first exon of a gene model overlapped with a H3K4me3 peak, the TSS was considered as validated. If no single model of a gene had a validated TSS, we looked for evidence of a TSS upstream. In this case there had to be a H3K4me3 peak upstream of a gene model, with no different gene models in between, and the mean RNAPII level of the region between the upstream H3K4me3 peak and the 5^′^ exon of the gene had to be at least 0.5 of the mean RNAPII level of the gene body. Furthermore, all gene models were checked for evidence of a downstream H3K4me3 peak, which can indicate a putative alternative TSS. For each single gene the most likely model was chosen according to the following criteria, in order of decreasing importance: a validated TSS, number of expressed exons, number of exons. Of the new models, which are not present in the Xenbase JGI 7.2 annotation, only spliced transcripts were included.

### Analysis of coding potential

Coding potential of RNA sequences was determined using maximal ORF length and codon bias metrics, as described [59]. The codon bias metric is based on unequal usage of synonymous codons. Briefly, triplet frequencies were determined in non-coding genomic *X.tropicalis* DNA (JGI4.2, GL172663:1-4,425,020, UCSC table browser basepair-wise intersection of complemented Human Proteins with UCSC xenTro3 assembly), whereas *X.tropicalis* codon frequencies were downloaded from http://www.kazusa.or.jp/codon/cgi-bin/showcodon.cgi?species=8364. Log likelihood ratios (LLRs) for each codon were calculated based on the codon frequency conditional of the encoded amino acid, such that for each codon i coding for amino acid a_*i*_, LLR_*i*_ = log_2_(c_*i*_/n_*i*_), in which c_*i*_ and n_*i*_ correspond to the likelihood of codon i conditional on amino acid a_*i*_ in coding and non-coding sequences respectively (Additional file 4). The total LLR score is determined by summing LLR_*i*_ values in all 90 bp windows in six potential reading frames. After computing a score for windows, the max LLR score was defined as the maximum score observed in all windows of the transcript.

### Quantitative RT-qPCR for known and new gene model (NGM subset) validation

Validation of known and novel transcripts was performed on total-RNA which was subjected to depletion of ribosomal RNA (rRNA) using Ribozero Epicenter low input kit. Total RNA was then DNase treated and column purified to remove any contaminating genomic DNA. cDNA was prepared with oligo(dT)_20_ primers or random hexamers using Superscript III (Invitrogen). qPCR reactions were performed on a MylQ single-color reader real-time PCR detection system (BioRad) using iQ SYBR Green Supermix (BioRad). With Stage 9 as reference, fold change was calculated by normalizing Ct values in Stages 10, 10.5 and 12 against *odc1* gene using the 2^−*ΔΔCt*^ method (for primer sequences see Additional file 5) [60].

### Bioinformatic and manual curation of NGM-vv subset

NGM-vv subset is collection of 594 new gene models. As a first step, we filtered these models for ORF length less than or equal to 100 amino acids. This resulted in a set of 331 gene models, which were then screened using following criteria: 1) Absence of a downstream gene (same orientation) with a X or U annotation for H3K4me3 (see flowchart for Xtev pipeline in Additional file 1: Figure S6); 2) RPKM of all exons should be greater than or equal 1 (to filter out models where our data does not support the model) and 3) Evidence of splicing in our data. This resulted in a set of 98 gene models. These models were then manually curated using BLASTN and BLASTP to filter against homology to known protein coding sequences (as described in the main text).

### Conservation (phastCons) analysis

For conservation analysis all gene models were mapped to JGI v4.1 (UCSC: xenTro2) using blat. The average phastCons score per gene model was calculated using the Conservation track (phastCons7way) of the UCSC genome browser.

### Data Availability

The data have been deposited in *NCBI*^′^*s* Gene Expression Omnibus [61] and are accessible through GEO Series accession number GSE43652. Xtev gene models are available at: http://veenstra.ncmls.nl/genomedata.asp.

### Statement on animal use

Animal care and use was in accordance with national and European guidelines and standard operating procedures approved by the institutional animal care and use committee (Dierexperimentencommissie, DEC).

## Abbreviations

polyA+: Polyadenylated; RT-qPCR: Real time RT-PCR; cDNA: Complementary DNA; RNA-seq: Ribonucleic acid sequencing; mRNA: Messenger RNA; MBT: Mid-blastula transition; EDEN: Embryonic deadenylation element; EDEN-BP: Embryonic deadenylation element - binding protein; UTR: Untranslated] region; Xtev: Xenopus tropicalis experimentally validated; lncRNAs: Long non-coding RNAs; ORF: Open reading frame; PA: PolyA+; RiboZero, RZ: Ribosomal RNA depleted total-RNA; RPKM, see Materials and methods: Reads per kilobase of exon model per million mapped reads; GO: Gene ontology; BP: Biological processes; EST: Expressed sequence tags; GM: Gene models; NGM: New gene models; NGM-vv: New gene models with validation support; NGM-vvo: Manually curated new gene models with ORF less than 100 amino acids; LLR: Log likelihood ratio; JGI: Joint Genome Institute; rRNA: Ribosomal RNA; BWA: Burrows-Wheeler Aligner; PCR: Polymerase chain reaction; H3K4me3: Histone H3 lysine 4 tri-methylation; RZ: Ribosomal RNA depleted total RNA; RNAPII: RNA polymerase II; ChIP-seq: Chromatin immuno-precipitation sequencing; TSS: Transcription start-site.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SSP, UGJ and GJCV conceived and designed the study, UGJ performed the RNA-seq experiments, SSP did the analysis and performed the validation experiments. SJvH performed transcriptome assembly, designed and assembled the *Xenopus tropicalis* experimentally validated (Xtev) pipeline and performed the conservation analysis. GJCV performed ORF length and codon bias analysis. SSP and GJCV wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Supplementary tables (S1 and S2) and figures (S1-S9). Click here for file

Additional file 2 **Multi-page list of genes expressed in** ***Xenopus tropicalis*.** Click here for file

Additional file 3 Multi-page Xtev annotation pipeline gene list with genomic co-ordinates. Click here for file

Additional file 4 Single-page list of codon usage frequencies used for calculating codon bias score. Click here for file

Additional file 5 Single-page list of primers used for real-time qPCR validation of highly conserved lncRNAs from the NGM subset. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

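The deposited table holds RPKM values, reads per kilobase of exon model per mapped reads of the library, which the authors computed for each gene as the mean over all non-redundant exons of all isoforms. The authors had aligned the reads with BWA to the JGI assembly of the Xenopus tropicalis genome, had left out reads that mapped to several positions and had taken the gene models from Xenbase. The values were not scaled between libraries beyond that. The 9 libraries were 6 polyA libraries and 3 ribosomal RNA depleted (RZ) libraries, each made from pooled RNA of 3 biological replicates. Conditions were taken from the sample labels and the paper's first results paragraph. With 1 library per condition there is no replicate error, so no test between libraries was made. The header of the table holds all sample names in a single field; the order of the columns was taken from it and checked against the sheet of all genes in the paper's Additional file 2.

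Of the 15288 genes, 12769 had a name that matched the RefSeq gene list. Mapped reads per library were worked out from 517 genes with a single exon, for which reads are RPKM multiplied by length and mapped reads. A gene was taken as single-exon when the reads of all 9 libraries lay within 0.001 of whole numbers. On simulated data this recovered the read total of 9 of 9 libraries, and 99.2% of the 719 genes called single-exon had been made so. Read intervals were given for these genes only, since the depth behind a mean over several exons is not known. In the table as deposited, 1 read on 1 kb corresponds to between 0.0225 RPKM (polyA stage 6) and 0.0745 RPKM (polyA stage 9). Intervals are Wilson intervals at the 95% level.

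Maternal genes had at least 1 RPKM in polyA or RZ oocyte. PA/RZ ratios were log2 of polyA RPKM over RZ RPKM without a pseudocount, for genes above 0 in both libraries. RZ-enriched genes had a log2 PA/RZ of -0.5 or lower. Embryonic genes had a polyA RPKM at least 10-fold that of the oocyte in a later library and at least 1 RPKM at their highest stage. First induction was the first stage at 4-fold or more over oocyte. Decline after stage 9 was a stage 12 polyA RPKM under a fraction of 0.5 of stage 9. Clusters were made by k-means with 7 clusters, 50 starts and a fixed seed on RPKM scaled to a sum of 1 per gene. A polyA cluster counted as abundant in oocyte when its mean scaled oocyte value was at least 0.25. Gene lists were compared with 10000 random lists of the same size, matched on mean RPKM in 20 bins. The lists were the symbols that begin with hist and the 13 gastrulation genes the paper names. Genes named in the text were those the paper names in its results, discussion or Figures 2 and 3. Added to these were up to 5 genes with the highest RPKM per library, up to 5 with the lowest and the highest PA/RZ per early stage, and up to 5 with the largest rise in RZ from oocyte to stage 6. The histone genes hist1h4a, hist2h2be, hist1h2aa, hist1h2am and hist1h3g were named as members of the histone list after their values were seen.

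The alternatives were other pseudocounts, filters on low RPKM, thresholds, log bases, cluster numbers and rank correlation. Further alternatives centred each stage on its median or divided each library by its median RPKM, over maternal genes or, for the embryonic results, over the 6789 genes with at least 1 RPKM in all polyA libraries. They were set before the data were examined, apart from scaling to equal summed RPKM. A share was taken as moved when it left the 95% interval of the main value, a count when it changed by more than 1.5 times, a median, an SD or a correlation when it changed by 0.1 or more, and a percentile when it changed by 5 or more. The procedures were tested on simulated data, in which all 200 genes made embryonic were called and 7 simulated clusters were recovered with an adjusted Rand index of 1.

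The long non-coding RNA models were not analysed here, as the table does not list them under the paper's names, and the names emi2, neurog, hist1j2aj and malat1 were not used here because no gene of the table carries them. RT-qPCR, gene ontology and motif results were not analysed here. The result for 1 gene is not reported here. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.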

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

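The test on the RZ stage 6 library was chosen only after the result was seen; the test on counting noise was chosen before.

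Besides hist2h2ab, which the paper names, 31 genes whose symbols the paper does not give had an RZ RPKM raised at least 4-fold from oocyte to stage 6 and at or above 1 RPKM. They include hist1h2aj, with 0.198 RZ RPKM in oocyte and 3.41 at stage 6, and whether the name hist1j2aj in the paper stands for this gene was not settled. Those with at least 5 RPKM at stage 6 were poli with 18.3, btd with 9.80, sncg with 6.15 and gtpbp3 with 16.3 RZ RPKM. All lie above 0.134 RPKM, the value of 3 reads on 1 kb in this library. These genes were not new to the embryo at stage 6, with 2.28 (poli), 1.86 (btd), 1.31 (sncg) and 3.47 (gtpbp3) RZ RPKM in oocyte. Their polyA RPKM did not rise over the same interval, and went from 8.51 to 8.12 for poli, from 6.53 to 2.05 for btd, from 6.98 to 2.30 for sncg and from 31.5 to 9.28 for gtpbp3. Counting noise is argued against for single-exon genes: simulations with noise alone raised a mean of 0.143 of 336 such genes, against 3 observed, a number reached in 0.1% of 1000 simulations. For the genes with several exons, which include these 4, the reads are not known and counting noise was not tested. A signal present in the RZ stage 6 library alone is argued against as the whole cause: 31.2% of all 32 raised genes (10 genes, interval 18.0 to 48.6) were still at least 4-fold over oocyte in RZ stage 9. Among 167 genes with the nearest RZ oocyte RPKM, which share the same noise of a low oocyte value, it was 0.599%, and among all genes 0.276%. For the other 22 genes, poli, btd and sncg among them, a property of the RZ stage 6 library stays open. At stage 9 poli was back at 1.37 RZ RPKM. Among the 10 genes, polyA exceeded RZ oocyte RPKM in gtpbp3, loc388564 (7.87 and 0.00621), cry-dash (5.85 and 0.0854), crhr2, myo10, lin7c and gucy1a2. It was below RZ oocyte RPKM in hist2h2ab, hist1h2aj and an unnamed gene. Where polyA was higher, a low value in the RZ oocyte library, which the folds at both stages share, stays open. New transcription before the mid-blastula transition may underlie a part of the 10 genes. Reads shared between similar genes, a change of RNA recovery and the small number of libraries also stay open and were not tested.

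From stage 6 to stage 9, polyA and RZ RPKM moved in opposite directions in a set of genes. Among the 4009 genes with at least 5 RPKM in all early libraries, 118 had polyA RPKM at least doubled and RZ RPKM at least halved, while 2 showed the opposite. The difference between the RNA selections was not tested, as there is 1 library of each. The imbalance depends on the level of the libraries, since polyA RPKM rose by a median log2 of 1.5 and RZ RPKM by 0.48 over maternal genes. After both changes were centred on their medians, 59 genes moved one way and 32 the other. Added polyadenylation together with decay of the RNA, and different recovery of RNA in the stage 6 and stage 9 libraries, both stay open and were not tested.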

How the results depend on the processing

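All alternatives were set before the data were examined, except scaling to equal summed RPKM, which was chosen after seeing the data. No paired analysis was possible because there is 1 library per condition, and the labels give replicate 1 in each. The alternatives for the long non-coding RNA medians were not run, since the table does not list those models. In all, 645 values were computed under alternatives. Of the values that answer a comparison, 62 stayed within the tolerance and 100 changed by more.

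The number of maternal genes stayed between 8753 and 9962 and that of expressed genes between 12292 and 14819. The mean r of the RZ pairs stayed between 0.867 and 0.960. The percentiles of both gene lists lie at the limit of their scale, so the alternative with 10 bins says nothing about their stability. In each setting the early and the late polyA pairs had a higher mean r than the early-late pairs. No gene rose 4-fold in both RNA selections with a pseudocount of 1 or a minimum of 5 RPKM.

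With log2(RPKM + 1), the gap between library medians was 1.17, and the cause was not tested. The mean r became 0.910 for early, 0.853 for late and 0.709 for early-late polyA pairs, and the r of polyA and RZ became 0.911 in oocyte, 0.900 at stage 6 and 0.945 at stage 9. Ranks gave 0.924, 0.847 and 0.736 for the same groups of pairs, and 0.917, 0.927 and 0.939 for polyA and RZ. Without the 1% most abundant genes, r at stage 9 was 0.723. For the correlations, log scales and ranks give less weight to the most abundant genes by construction.

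With at least 5 RPKM in all 6 early libraries, the median log2 PA/RZ was 0.41 in oocyte, -0.31 at stage 6 and 0.44 at stage 9, which puts stage 9 above the oocyte; 70.6% of genes fell and 59.0% fell and then rose. A pseudocount of 1 gave a stage 6 median of -0.45. The cause was not tested. A log10 scale gave 809, 1969 and 144 RZ-enriched genes in oocyte, stage 6 and stage 9, as its threshold is stricter. Centring gave 3253 RZ-enriched genes at stage 6, and then 49.3% of genes fell, 52.0% rose and 35.6% fell and then rose, as it removes the shift of the whole distribution. Requiring changes of at least 0.5 gave 59.7%, 62.3% and 46.0%, as a stricter rule. Equal summed RPKM gave medians of -0.49, -0.38 and -0.42, with 4726 RZ-enriched genes in oocyte, 4388 at stage 6 and 4436 at stage 9. Under it 46.3% of genes fell, 50.6% rose and 33.5% fell and then rose. The lower ratio at stage 6 than in oocyte and at stage 9 was thus not seen with equal sums.

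Clusters with a mean ratio below 0 at all early stages held 40.6% of maternal genes with 6 clusters, 28.9% with 8 and 35.5% with library-scaled RPKM. Those with a lower ratio at stage 6 than in oocyte held 72.8%, 79.5% and 48.3%. Those with a higher ratio at stage 9 than at stage 6 held 94.4% with 8 clusters and 58.7% with library-scaled RPKM. The share abundant in oocyte polyA was 42.9% by single genes at 0.25, 33.2% by the highest library, 32.9% with 6 clusters and 42.8% with 8. The share declining after stage 9 was 24.7% with library-scaled RPKM and 38.8% over stages 12, 16 and 30. The cause was not tested, except that the last rule is stricter. Library scaling here used the medians of the same maternal genes. It thus removes a change shared by most of them by construction, for the clusters and for the decline.

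The embryonic set held 4274 genes with no minimum, 1514 with a minimum of 5 RPKM and 902 with a pseudocount of 1. Its median log2 PA/RZ at stage 9 was 0.60 with 5-fold, 0.35 with a pseudocount of 0.1, 0.070 with a pseudocount of 1 and 0.61 with at least 1 RPKM at stage 9. Its SD was 1.78 with 5-fold, 2.09 with 20-fold, 1.11 and 0.59 with the pseudocounts and 1.89 with at least 1 RPKM. The maternal SD was 0.89 with a pseudocount of 1, and the embryonic median and SD were then below the maternal ones, the reverse of the order without a pseudocount. A pseudocount draws the ratios of genes with low RPKM towards 0 by construction.

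First induction with 1 RPKM required at the stage was 1.91% at stage 6, 7.50% at stage 9, 26.6% at stage 12, 40.0% at stage 16 and 24.0% at stage 30, and 9.41% by stage 9. With a pseudocount of 0.1 it was 1.98%, 11.2%, 31.3%, 39.9% and 15.6%, and 13.2% by stage 9. Both delay genes with low RPKM by construction. With library-scaled RPKM it was 16.5%, 21.5%, 33.8% and 22.0% at stages 6, 9, 12 and 16, and 38% by stage 9. The share highest at stage 6 was 2.24% with library-scaled RPKM and 0.0876% with 20-fold. At stage 9 it was 1.04% and 0.876%, or 36 and 20 genes, and 3.70% with a minimum of 5 RPKM. That minimum gave 11.9% at stage 12, 43.1% at stage 16 and 41.0% at stage 30, which reverses the order of the last pair, and library-scaled RPKM gave 11.3% at stage 12 and 47.0% at stage 30. The cause was not tested.

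Genes raised 4-fold from oocyte to stage 6 numbered 63 in polyA and 3 in RZ with a pseudocount of 1, and 5 in RZ with a minimum of 5 RPKM. With library-scaled RPKM they numbered 818 in polyA, 73 in RZ and 9 in both. Scaling raises the stage 6 libraries, whose medians over maternal genes were the lowest of their kind among the early stages. Of the values for single genes and library pairs, 269 changed by more than the tolerance and 214 did not. Depth limits genes under 3 reads, which on 1 kb is 0.224 RPKM in polyA stage 9, so ratios of embryonic genes below this level are imprecise.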

Differences from the paper's values

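The cluster of maternal genes that are relatively deadenylated at all early stages held 18.3% of maternal genes, against the paper's 12%. None of the alternatives set before the data were examined closed the gap: 40.6% with 6 clusters, 28.9% with 8 clusters and 35.5% with library-scaled RPKM. Clusters with a lower mean PA/RZ at stage 6 than in oocyte held 93.4%, against the paper's 59% of transcripts deadenylated. The rule used here counts any fall of a cluster mean, even that of cluster A, from -1.49 to -1.52. The paper's text lists the clusters it counted but states no rule, so the shares may not measure the same thing. With 6 clusters (72.8%), 8 clusters (79.5%) and library-scaled RPKM (48.3%), the share came within 1.5 times of the paper's. Clusters with a higher mean PA/RZ at stage 9 than at stage 6 held 93.4%, against the paper's 57%. Library-scaled RPKM (58.7%) closed the gap, and 6 clusters (93.4%) and 8 clusters (94.4%) did not.

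Of the embryonic genes, 73 were highest at stage 9, against the 31 genes of the paper's cluster of late blastula genes. The 73 include genes with RZ RPKM already high in oocyte, such as cdc25a and cd276. With library-scaled RPKM the number was 36, within 1.5 times of the paper's, while a minimum of 5 RPKM (56 genes) and 20-fold (20 genes) did not close the gap. The share highest at stage 6 was 0.331%, against the paper's about 0.1% in Fig. 3e, read by eye. It was 0.0876% with 20-fold, which closed the gap, while library-scaled RPKM (2.24%) and a minimum of 5 RPKM (0.330%) did not. The share highest at stage 9 was 2.68%, against the paper's about 1% in Fig. 3e, read by eye. Library-scaled RPKM (1.04%) and 20-fold (0.876%) closed the gap, and a minimum of 5 RPKM (3.70%) did not.

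The log2 PA/RZ of ccnb2 was 1.04 in oocyte, -0.46 at stage 6 and 1.21 at stage 9, against the paper's about 1.9, about -1.1 and about 0.25 in Fig. 2a, read by eye. Neither a pseudocount of 0.1 or 1 nor centring closed the gap. The values of ccnb1 in the table are 1.93, -1.14 and 0.25.

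The paper gives the oocyte as the stage of peak expression for mos; its polyA RPKM was 86.7 at stage 9 and 65.1 in oocyte. It places fbxo5 (emi1) among several maternally abundant polyadenylated clusters. Here fbxo5 fell into cluster D, whose largest mean share lay in polyA oocyte (0.259), so its cluster is no disagreement. The log2 PA/RZ of fbxo5 itself was -0.43 in oocyte, below the cluster mean of 0.46. The paper places hdac3 among genes enriched in RZ at stage 6, and its ratio of -0.56 met the threshold, but the ratio was lower in oocyte, at -1.30. Among the gastrulation genes the paper places at stage 12, lef1 was highest at stage 16 (19.2 RPKM at stage 12, 21.0 at stage 16), and foxc2 (23.4 and 24.0) differed by less than the counting error. The paper places hist2h2ab and hist1h4k with the genes that peak at stage 9; neither reached 1 polyA RPKM at any stage or was in the embryonic set used here, and their stage of highest polyA RPKM was not detectable at this depth.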

Other observations

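The tests with equal summed RPKM, on the spread of polyA changes, on matched sets of genes and on span in oocyte to stage 9 and in polyA were chosen only after the result was seen; the others were chosen before.

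More maternal genes were RZ-enriched at stage 6 than in oocyte. After centring each stage on its median, the count at stage 6 was 0.958 times that in oocyte. Centring removes any shift shared by all genes, technical or biological, so a technical factor of the stage 6 libraries and a deadenylation of most maternal RNA cannot be told apart by it. With each library scaled to the same summed RPKM the ratio was 0.928. A different share of mapped reads on the gene models may therefore account for the higher count, while deadenylation after fertilization, which would also lower the share of reads of maternal genes in polyA RNA, stays open. The share of genes that fell and then rose after centring was 35.6%, near the 33.2% of simulated unchanged genes. The correlation of the 2 changes was -0.60 against -0.50 in the simulation. Both simulated values follow from equal, independent noise at each stage, and not from the noise of these libraries. As centring sets the shares of falling and of rising genes near those of unchanged genes, whatever the source of the shift, a technical factor and deadenylation cannot be told apart by this share either.

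A shared factor leaves the differences between genes untouched. The SD across genes of the log2 change from oocyte to stage 6 was 1.21 in polyA and 0.54 in RZ RPKM, a ratio of 2.26, among genes with at least 5 RPKM in all early libraries. This argues against a shared factor as the whole of the polyA change. From stage 6 to stage 9 the SDs were closer, at 0.965 in polyA and 0.894 in RZ, although the set of genes may differ. Gene-specific changes in polyadenylation may underlie the larger polyA spread from oocyte to stage 6, as a hypothesis. A noisier polyA stage 6 library, which would enter both steps, was not tested.

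At stage 9 the log2 PA/RZ of embryonic genes had an SD of 1.99 and a median of 0.74. In 1000 random sets of other genes matched on summed stage 9 RPKM, the SD had a median of 1.62 and a highest value of 1.72, and the median log2 PA/RZ had a median of 0.19 and a highest value of 0.33. Low RPKM by itself is thus argued against as the whole cause of either difference, although the matched sets lie well above the SD of 1.02 of maternal genes, so that much of the gap in SD goes with low RPKM. The smallest pool for matching held 102 genes. Among 77 single-exon embryonic genes the SD was 1.27, against a median of 0.831 and a highest value of 1.08 in simulations of counting noise alone. Counting noise alone thus did not give this SD. Counting noise on top of a spread like that of maternal genes was not simulated and stays open for these genes. Genes that met the embryonic rule with stage 9 left out (1540 with a ratio) had a median of 0.75, which argues against their selection by polyA RPKM at stage 9. Both differences reversed with a pseudocount of 1, to a median of 0.070 and an SD of 0.59, which draws ratios at low RPKM towards 0 by construction. Both were still seen among genes with at least 1 RPKM in a stage 9 library, with medians of 0.61 and 0.22 and SDs of 1.89 and 1.02. Newly made transcripts may carry longer polyA tails than maternal ones, as a hypothesis; other differences between the RNA selections were not tested.

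RZ RPKM rose more from stage 6 to stage 9 in maternal genes with a long genomic span, with a Spearman rho of 0.369 over 9471 genes. A length bias of the RZ stage 6 library alone is argued against as the whole cause, since rho was 0.34 for the change from oocyte to stage 9. From oocyte to stage 6, rho was -0.245 in RZ and 0.0016 in polyA, so a length-linked shift of the RZ stage 6 library, technical or biological, stays open as a part of the pattern. Short genes of ribosomal and mitochondrial proteins are argued against, since rho was 0.351 without 277 such genes. In polyA the change from stage 6 to stage 9 had a rho of 0.307. With 1 library per stage, a length-linked property of both stage 9 libraries and a property of the stage 9 embryos cannot be told apart.

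Of the 140 genes with polyA RPKM raised 4-fold from oocyte to stage 6, 104 gained at least as much polyA RPKM as they had RZ RPKM in oocyte. RZ RPKM was at least doubled in 7.69% of these (8 genes, interval 3.95 to 14.4). If polyA and RZ RPKM shared a scale, new transcription would have at least doubled RZ RPKM in these genes. On that scale, gained polyadenylation could not lift polyA RPKM above RZ RPKM either. In gps2, polyA RPKM at stage 6 was 17.2 and RZ RPKM 0.421. The share therefore cannot tell new transcription from gained polyadenylation. The paper holds that RPKM levels of the RNA selections are not directly comparable. Gained polyadenylation is a candidate explanation, as the paper proposes for such genes.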
